# Characterization of X-Chromosome Gene Expression in Bovine Blastocysts Derived by *In vitro* Fertilization and Somatic Cell Nuclear Transfer

**DOI:** 10.3389/fgene.2017.00042

**Published:** 2017-04-10

**Authors:** Byungkuk Min, Jung Sun Park, Kyuheum Jeon, Yong-Kook Kang

**Keywords:** X chromosome reactivation (XCR), X chromosome inactivation (XCI), SCNT, RNA-seq, bovine embryos

## Abstract

To better understand X-chromosome reactivation (XCR) during early development, we analyzed transcriptomic data obtained from bovine male and female blastocysts derived by *in-vitro* fertilization (IVF) or somatic-cell nuclear transfer (SCNT). We found that X-linked genes were upregulated by almost two-fold in female compared with male IVF blastocysts. The upregulation of X-linked genes in female IVFs indicated a transcriptional dimorphism between the sexes, because the mean autosomal gene expression levels were relatively constant, regardless of sex. X-linked genes were expressed equivalently in the inner-cell mass and the trophectoderm parts of female blastocysts, indicating no imprinted inactivation of paternal X in the trophectoderm. All these features of X-linked gene expression observed in IVFs were also detected in SCNT blastocysts, although to a lesser extent. A heatmap of X-linked gene expression revealed that the initial resemblance of X-linked gene expression patterns between male and female donor cells turned sexually divergent in host SCNTs, ultimately resembling the patterns of male and female IVFs. Additionally, we found that sham SCNT blastocysts, which underwent the same nuclear-transfer procedures, but retained their embryonic genome, closely mimicked IVFs for X-linked gene expression, which indicated that the embryo manipulation procedure itself does not interfere with XCR in SCNT blastocysts. Our findings indicated that female SCNTs have less efficient XCR, suggesting that clonal reprogramming of X chromosomes is incomplete and occurs variably among blastocysts, and even among cells in a single blastocyst.

## Introduction

X-chromosome inactivation (XCI) has evolved in female mammals to compensate for sex-chromosome dosage differences by suppressing gene expression from one X chromosome, and to render all cells as functionally monosomic for the X chromosome, a process considered to be important for normal embryonic development (Monk and Harper, 1979; Penny et al., 1996). The current understanding of XCI during early embryogenesis largely originates from studies in mice, partially because XCI occurs during a very early developmental window when the embryo is accessible. In female mice, dosage compensation takes place within a continual cycle of XCI and reversal, also known as X-chromosome reactivation (XCR) (Lee and Bartolomei, 2013). Inactivation of the paternal X chromosome occurs progressively during the first days of post-fertilization cleavage until the morula stage (Okamoto and Heard, 2006; Kalantry et al., 2009; Namekawa et al., 2010). At the late blastocyst stage, XCR is observed within cells from the inner cell mass (ICM) that will form the embryo proper (i.e., two active X chromosomes are present in these cells), whereas cells of the trophectoderm (TE), which will form the placenta, maintain imprinted inactivation of the paternal X chromosome (Mak et al., 2004; Okamoto et al., 2004; Patrat et al., 2009). At the onset of gastrulation, embryonic lineage cells randomly undergo XCI again without a parent-of-origin bias, and once random X-inactivation is initiated, all the progeny cells maintain the same X-inactivation status (Lyon, 1961). In contrast to embryonic lineage cells, extra-embryonic cells (i.e., TE cells) maintain the silenced paternal X chromosome throughout embryogenesis. Meanwhile, XCR can be induced during reprogramming of differentiated cells toward pluripotency by nuclear transfer, cell fusion, or ectopic expression of reprogramming factors (for a review, see Pasque and Plath, 2015; Payer, 2016; Vallot et al., 2016). Recently, it was shown that during the early period of reprogramming in hybrid cells between human fibroblasts and mouse embryonic stem cells, human nuclei undergo a loss of *XIST* and XCI-associated histone marks from the inactive X chromosome to accomplish XCR, although some regions on the X chromosome are refractory to reprogramming (Cantone et al., 2016).

However, species-specific differences are found in the patterns of X-inactivation and reactivation in mammals. Early human and rabbit embryos have different XCI initiation strategies compared with mice (Okamoto et al., 2011; Deng et al., 2014). Furthermore, in these species, *XIST* was not imprinted, and both X chromosomes remained active in the ICM and TE of blastocysts. In addition, several studies found that the paternal X chromosome does not undergo imprinted X inactivation in human embryos and in extra-embryonic tissues (Skuse et al., 1997; Skuse, 2005; Moreira de Mello et al., 2010; Penaherrera et al., 2012; Tachibana et al., 2012). Similarly, XCI does not occur in bovine blastocysts. Early studies found upregulation of X-linked genes such as *XIAP, G6PD*, and *HPRT* in female bovine blastocysts, despite strong *XIST* expression (Gutierrez-Adan et al., 2000; Peippo et al., 2002; Wrenzycki et al., 2002; Morton et al., 2007). Allelic expression analysis of the X-linked polymorphic *MAOA* gene showed preferential inactivation of the paternal X chromosome in bovine fetal placentae at approximately 100 days of gestation (Xue et al., 2002); however, more definitive studies with earlier stage embryos have not been reported. A microarray study using pooled *in vitro*-produced bovine blastocysts of known sexes showed that X-linked transcripts were mostly upregulated (Bermejo-Alvarez et al., 2010), which indicated that XCI does not occur at the blastocyst stage. Studies on XCI in non-rodent mammalian species demonstrated that X inactivation in mice might not apply to other species; therefore, determining the similarities and differences in XCI among mammalian species is very important.

Global gene expression studies using bovine pre-implantation embryos are scarce, and investigations into X-inactivation/reactivation using transcriptomic data from early embryos are scarcer still. This is mostly because of the major technical barrier in dealing with a limited number of embryos in a minuscule volume. In this study, we generated RNA-seq data derived from *in vitro* bovine male and female blastocysts to identify and characterize gender-specific expression patterns of genes from the X chromosome and autosomes. To investigate differences between embryos of different origins, we included male and female somatic cell nuclear transfer (SCNT) embryos in the RNA-seq analysis. Furthermore, our RNA-seq data were obtained from single male and female blastocysts, which enabled analysis of individual blastocysts to investigate the variability in X chromosome gene expression profiles. Knowledge regarding XIC in non-rodent pre-implantation embryos is extremely limited; therefore, our study using bovine embryos will provide insights into the evolutionary and molecular aspects of X inactivation and reactivation that occurs in early mammalian embryos, including humans.

## Materials and methods

### Generation of bovine blastocyst samples and sexing

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Livestock Research Institute of Korea. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Korea Research Institute of Bioscience and Biotechnology.

The procedures for generation of bovine IVF and SCNT blastocysts were described in detail elsewhere (Kwon et al., 2015b). Briefly, single donor cell was injected into enucleated oocyte by a micromanipulator with an inverted microscope (Leitz), and each donor-oocyte complex was fused by an Electro Cell Manipulator 2001 (BTX). The fused eggs were activated 4 h after. Blastocysts were generated 6–8 days post-NT. The quality of each blastocyst was assessed by Hoechst staining, and only high quality embryos with 60–80 blastomeres were chosen for transcriptomic analysis. We used male and female bovine ear skin fibroblasts as donor cells which were passaged three times before SCNT.

For generation of sham SCNT blastocysts, 18–22 h post-IVF, the zygote with two parental pronuclei was chosen for manipulation (Park et al., 2007). To exactly mimic the physical damage of enucleation, zona pellucida was partially ripped and the polar body and a part of the underlying ooplasm were removed using a micropipette without touching either male or female pronucleus. After 2 h of incubation, the reconstructed oocytes were activated using 5 μM ionomycin (Sigma) for 5 min, followed by treatment with 2.5 mM 6-dimethyl-aminopurine (DMAP, Sigma) in CR1aa culture media supplemented with 0.3% BSA for 3.5 h. The oocytes were then *in vitro* cultured to the blastocyst stage.

Sexes of IVF or sham-SCNT blastocysts were determined by PCR with Y-specific primers (BY; 5′-CTCAGCAAAGCACACCAGAC-3′ and 5′-GAACTTTCAAGCAGCTGAGGC-3′) and bovine-specific primers (BSP; 5′-TTTACCTTAGAACAAACCGAGGCAC-3′ and 5′-TACGGAAAGGAAAGATGACCTGACC-3′) as previously reported (Rattanasuk et al., 2011). One-tenth volume of genomic DNA extracted from single blastocysts was amplified by PCR using AccuPower PCR PreMix (Bioneer) and PCR product was resolved on 2% agarose gel.

### Transcriptome amplification of single blastocysts by pico-profiling

Transcriptomic materials were extracted from total 35 blastocysts (6 male IVF, 6 male SCNT, 6 male sham, 6 female IVF, 6 female SCNT, 5 sham) and male/female donor cells and amplified by the pico-profiling method. The pico-profiling procedure was described in detail elsewhere (Min et al., 2015, 2016). Briefly, from each bovine blastocyst, poly-A tailed RNAs were extracted using Dynabeads mRNA DIRECT kit (Invitrogen) and reverse transcribed using 200 units of SuperScript III (Invitrogen). Pico-profiling was done using random primer harboring MlyI restriction enzyme site. The pico-profiled cDNA fragments were amplified using 5′ anchor primer by PCR with 20 cycles of 94°C for 2 min, 70°C for 5 min. Adapters were removed from amplicons by overnight digestion with MlyI restriction enzyme to produce double strand cDNA fragments suitable for Illumina NGS library generation.

### Preparation of NGS libraries

Illumina NGS libraries were generated using TruSeq DNA Sample Preparation kit (Illumina) according to the supplier's guide with several minor modifications. End-repair was performed using the whole pico-profiling amplicons (20 μl) by incubating with 25 μl End Repair Mix (Illumina) and 5 μl DW at 30°C for 2 h. The reactions were purified with AMPure XP beads (Beckman) and DNA was eluted in 12.5 μl DW. Then, 12.5 μl A-Tailing Mix (Illumina) and 5 μl DW were added into each sample, and the mixtures were incubated at 37°C for 2 h. Next, 1 μl barcoded adapter was added into each 3' end adenylated DNA sample with 2.5 μl Ligation Mix (Illumina) and 6.5 μl DW, and the mixtures was overnight incubated at 16°C. Ligates were purified twice using AMPure XP bead (Bechman) and eluted into 30 μl DW. For size selection, adapter ligated DNA samples were mixed with 10 μl loading solution (Sage Science) and loaded onto Pippin Prep (Sage Science). DNA samples were enriched by 18 cycles of PCR reaction comprising 5 μl size selected DNA fragments, 25 μl PCR Master Mix(Illumina), 1 μl PCR Primer Cocktail (Illumina), and 19 ul DW. Finally, enriched DNA fragments were purified and sequenced using HiSeq2500. Male and female samples were separately pooled and sequenced using two flow cells of HiSeq2500 system.

### Bioinformatic analyses

Raw reads from HiSeq2500 (100 bp, PE) were preprocessed using “trim_galore” to remove Illumina adapter sequences and low quality bases, and the trimmed reads were aligned on *Bos taurus* UMD3.1 (NCBI) with TopHat2 (Trapnell et al., 2012; Kim et al., 2013). We followed the Tuxedo suit pipeline (TopHat, Cufflinks, and CummeRbund) with default parameters for mapping, expression estimation and differential expression (DE) analysis (Trapnell et al., 2012). For the estimation of gene expression levels, Cufflinks with -G option was used to calculate the abundance of only known transcripts due to the incomplete genomic annotation of the bovine genome.

For sliding window analyses, each chromosome was binned into 1 megabase windows. FPKM values of genes in each window were summed up, and relative expression levels against mean expression levels of male IVF blastocysts were calculated. In order to plot the calculated relative expression, FPKM values were smoothened by averaging 30 windows moving along each chromosome. All plots in this study were generated using in-house R scripts, Origin (OriginLab), or Excel (Microsoft).

## Results

### Experimental scheme and validation of pico-profiling-sequencing method through a pilot experiment

We extracted mRNA and genomic DNA from single bovine IVF blastocysts (IVF-BLs) for pico-profiling of transcripts (Min et al., 2015, 2016) and gender identification, as illustrated in Figure 1A. Complementary DNA (cDNA) amplicons from six male and six female IVF-BLs were used for RNA-seq library construction. First, we evaluated the pico-profiling-sequencing (Pip-seq) method in a preliminary experiment, using total RNA from a pool of four IVF-BLs that was divided into four parts for Pip-seq library construction (Figure 1B). 

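In the single-embryo data, the profiles of any 2 male IVF-BLs correlated at r = 0.876 to 0.908 (median 0.896, n = 6 embryos). Those of any 2 female IVF-BLs correlated at r = 0.858 to 0.922 (median 0.885, n = 6 embryos), and those of a female with a male IVF-BL at r = 0.823 to 0.891 (median 0.862). Female IVF-BL replicate 1 and male IVF-BL replicate 1, for example, had r = 0.869. Each r is Pearson's, across 11155 genes with a mean FPKM over 1, on log2(FPKM + 1). Genes are not independent replicates, so these values describe pairs of libraries and carry no test.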

The sequencing results showed that the distributions of normalized counts in the four replicates were comparable (Figure 1C), and the correlation was higher among the replicates (*r* = 0.98) compared with those between other IVF-BLs (*r* = 0.86–0.90; Figure 1D). In addition, we found that the replicates had significantly less variable FPKM (fragments per kilobase of exon per million mapped fragments) values for housekeeping genes such as *GAPDH* and *ACTB* compared to those found in a separate RNA-seq dataset derived from single blastocysts (Figure 1E). These results demonstrated that Pip-seq is a reliable method of cDNA amplification for use with minute samples, such as individual preimplantation embryos. In addition to IVF-BLs, we included SCNT blastocysts (SCNT-BLs) in our analysis, which were generated from adult ear skin fibroblasts under standardized SCNT conditions (Kwon et al., 2015a). 

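Across the 12 single IVF-BLs, GAPDH, a glycolytic enzyme, had 1134 ± 383 FPKM (mean ± SD), a coefficient of variation of 33.7%, and ACTB, which encodes beta-actin, had 5896 ± 1804 FPKM, a coefficient of 30.6%. TUBA1A, an alpha-tubulin, varied most of the 4 genes plotted in the paper, at 12.3 ± 8.55 FPKM (69.5%). Part of this spread lay between the sexes: GAPDH had 852 ± 174 FPKM in male and 1416 ± 319 FPKM in female IVF-BLs (n = 6 embryos each, log2 fold change 0.73, adjusted p = 0.0487 from limma). That call was lost, with an adjusted p of up to 0.106, without any 1 of male IVF-BL replicates 1, 3, 4, 5 and 6 or female IVF-BL replicates 1 to 5.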

As a reference, we included sham nuclear transfer blastocysts (sham NT-BLs) that mimicked SCNT-BLs because they underwent the same nuclear transfer procedure except that they retained their intact genomic material (Figure 1F). 

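RNA was sequenced from 35 single blastocysts: 6 male and 6 female IVF-BLs, 6 male and 6 female SCNT-BLs, and 6 male and 5 female sham NT-BLs. IVF-BLs grew from oocytes fertilized in vitro, and SCNT-BLs from enucleated oocytes fused with an adult ear skin fibroblast. The male and the female fibroblast population, the donor cells, gave 1 library each and so carry no replicate error. Each blastocyst is a separate embryo and counts as 1 replicate. By the methods, poly-A RNA of each embryo was amplified by pico-profiling and sequenced on a HiSeq instrument. The authors aligned the reads to the bovine genome build UMD 3.1 with TopHat and estimated FPKM with Cufflinks, which already divides by transcript length and by the number of mapped fragments.

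By the paper's Table S3, mapped reads per library ranged from 16655035 to 19898758 (median 19063624) in male IVF-BLs and from 16403987 to 25572094 (median 17228543) in female IVF-BLs. They ranged from 15402626 to 24744214 (median 21253133) in male SCNT-BLs and from 11670598 to 26483180 (median 22872981) in female SCNT-BLs. Male sham NT-BLs had 11655219 to 18484816 (median 16710514) and female sham NT-BLs 12916328 to 15624999 (median 13909142). Donor cells had 22058329 (male) and 20112949 (female). The 2 sham NT groups had the lowest medians of the 6 blastocyst groups.

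Male and female libraries were pooled separately and sequenced on separate flow cells. The share of reads mapped, also from Table S3, was 94.1% to 95.8% in male SCNT-BLs and 79.0% to 85.2% in female SCNT-BLs. In sham NT-BLs it was 51.9% to 92.9% in males and 81.9% to 85.3% in females. Flow cell and sex cannot be told apart in any comparison of the sexes, whereas SCNT-BLs and IVF-BLs of 1 sex shared a flow cell. In SCNT-BLs the sexes also differ in their donor fibroblasts.

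The deposited table holds FPKM for 22628 genes in 37 libraries. The genes of the paper's Table S1 were taken as X-linked genes and 21629 others as A-genes. Genes with a mean FPKM over 0.1 in the samples compared were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment over all genes tested. Fold changes are on that scale, which understates the change of low genes. Single values per embryo, such as a mean over genes, were compared by exact two-sided permutation tests of the sex or origin labels.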

From Pip-seq, we obtained 37 transcriptomes from 35 blastocysts and two donor cells (see Supplementary Table S3 for the details of samples and sequencing results). We found that *XIST* was expressed abundantly in female blastocysts, and male-specific genes such as *UTY, DDX3Y*, and *EIF2S3Y* were expressed exclusively in male blastocysts (Supplementary Figure S1).

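XIST, the RNA that coats the inactive X chromosome, had 60.1 ± 50.1 FPKM in female IVF-BLs (mean ± SD, n = 6 embryos, 18.0 to 138), 158 ± 14.7 FPKM in female SCNT-BLs (n = 6) and 114 ± 29.6 FPKM in female sham NT-BLs (n = 5). Male blastocysts held 6.44 ± 1.95 FPKM in the IVF, 15.2 ± 12.2 in the SCNT and 7.81 ± 2.16 in the sham group (n = 6 each). UTY, a Y-linked histone demethylase gene, had 5.69 ± 1.45, 7.71 ± 4.17 and 5.87 ± 1.34 FPKM in the same 3 male groups. Its female means were 0.0208, 0.0213 and 0.109 FPKM, and 3 of the 5 female sham NT-BLs exceeded 0.1 FPKM. DDX3Y, an RNA helicase gene, had 4.98 ± 2.13, 7.46 ± 3.04 and 21.8 ± 8.99 FPKM in males, and female means of at most 0.0269 FPKM. EIF2S3Y, a translation initiation factor gene, had 4.56 ± 1.01, 6.19 ± 3.15 and 3.29 ± 1.88 FPKM in males, and was listed at 0 in every female IVF-BL and SCNT-BL. The male donor cells had 2.83, 10.8 and 13.5 FPKM of these 3 genes, and XIST stood at 1.42 FPKM in male and 102.5 FPKM in female donor cells.

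Of 8 Y-linked genes tested in IVF-BLs, 7 were lower in females and none was higher (also 7 adjusted over the list alone). All 7 tested in SCNT-BLs were lower in females (also 7 adjusted over the list alone). The list fell as a set in both groups by camera (adjusted p = 6.2e-13 and 6.1e-12, and adjusted p = 0.00685 and 4.5e-04 with an estimated correlation). In sham NT-BLs 4 of 8 were lower in females (7 adjusted over the list alone). There EIF2S3Y had a log2 fold change of -1.92 (adjusted p = 0.0479), a call lost, with an adjusted p of up to 0.187, without any 1 of male sham NT-BL replicates 1, 3, 4, 5 and 6 or female replicates 1 to 5. XIST was 3.70 higher on the log2 scale in female sham NT-BLs (adjusted p = 4.4e-06), and DDX3Y and UTY were -4.38 and -2.61 (adjusted p = 1.2e-05 and 0.00135).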

**Figure 1:**
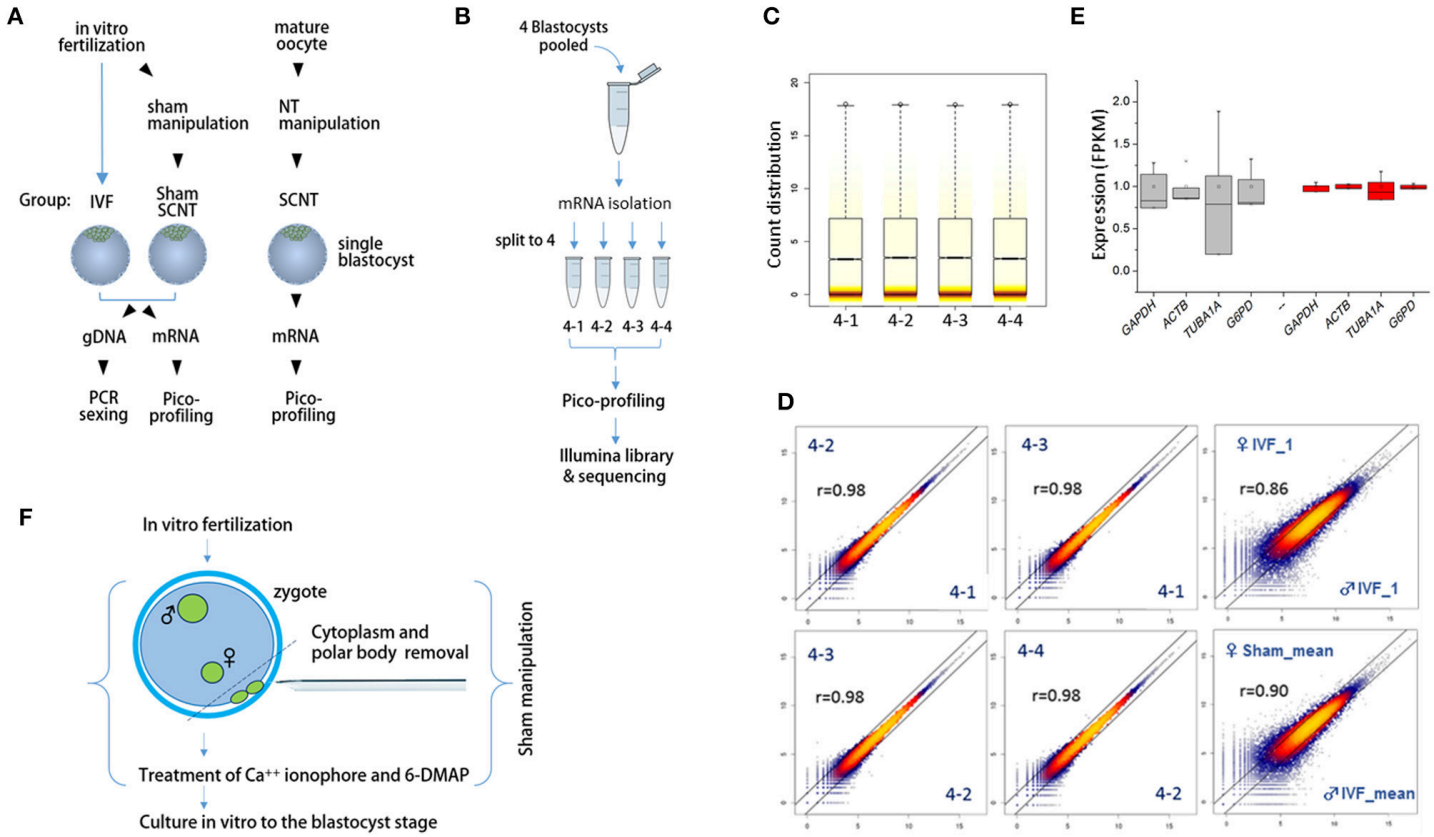
**Schematics of the sample preparation and pico-profiling processes for deep sequencing. (A)** Preparation of bovine blastocyst samples for sexing and pico-profiling. Blastocysts were derived by *in vitro*-fertilization (IVF) or somatic cell nuclear transfer (SCNT). Adult ear skin fibroblasts were used as donor cells to obtain SCNT embryos. Genomic DNA and mRNA were extracted from single IVF and sham nuclear transfer (NT) blastocysts for sexing and pico-profiling. **(B–E)** Validation of the pico-profiling method. In **(B)**, there is an overview of the experimental strategy for validation using four identical replicates of pooled blastocyst samples. In **(C)** and **(D)**, sequencing results are presented. Box plot in **(C)** shows the distribution of total gene expression levels [log_2_(FPKM)] for each replicate. Colored stripes indicate gene density within a specific expression level. Scatter plots in **(D)** show the correlation between replicates. For comparison, other non-technical replicates (i.e., male IVF and female IVF blastocyst samples) are included. Pearson correlation coefficients (r) are denoted on each plot. In E, expression levels of housekeeping genes are compared between replicate groups (red) and other independent sample groups (gray). Note significantly less variability in the expression levels of the replicates compared to that found in other sample groups. **(F)**, Generation of sham NT embryos. Sixteen to 18 h after IVF, a zygote with maternal and paternal pronuclei was manipulated to remove the polar bodies plus a portion of cytoplasm underneath them, followed by a standard nuclear transfer protocol to develop to the blastocyst stage.

### X-linked genes were upregulated in bovine female blastocysts

We calculated the mean expression levels of individual genes in each group of blastocysts. 

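X-linked genes had a mean of 13.6 ± 0.842 FPKM in male IVF-BLs (mean ± SD over n = 6 embryos). The mean was 25.2 ± 7.73 FPKM in female IVF-BLs, 20.8 ± 3.74 in female SCNT-BLs (n = 6 each) and 31.1 ± 11.2 in female sham NT-BLs (n = 5). Male SCNT-BLs had 14.3 ± 3.14 FPKM and male sham NT-BLs 16.4 ± 1.67 FPKM (n = 6 each). A-genes did not rise with them: their mean was 22.6 ± 0.881 FPKM in male and 20.05 ± 1.14 FPKM in female IVF-BLs. It was 23.0 ± 1.11 FPKM in male and 21.01 ± 1.28 FPKM in female SCNT-BLs. In sham NT-BLs it was 24.4 ± 2.04 FPKM in males and 23.8 ± 0.933 FPKM in females.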

Plotting the relative mean expression levels for each group to the mean expression levels for the male IVF group against chromosome, we found that X-linked genes were upregulated specifically in the female blastocyst groups (Figure 2A). 

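Mean X-linked expression of single embryos ranged from 12.3 to 14.5 FPKM in male IVF-BLs and from 19.8 to 40.6 FPKM in female IVF-BLs, without overlap. The coefficient of variation between embryos was 6.19% in males and 30.6% in females. Sham NT-BLs showed the same order, 14.0 to 18.8 FPKM (10.2%) in males and 23.5 to 50.3 FPKM (35.9%) in females. In SCNT-BLs the coefficients were 21.9% in males and 17.95% in females, and the ranges overlapped, 12.6 to 20.7 FPKM against 17.3 to 26.6 FPKM. Only 2 of the 6 female SCNT-BLs exceeded every male SCNT-BL, since male replicate 2 stood at 20.7 FPKM. A-genes varied less in the same embryos, with coefficients of 3.91% in male and 5.70% in female IVF-BLs.

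LOC783509, an X-linked locus named here after its values were seen, held much of the female spread. It reached 10807 FPKM in female IVF-BL replicate 2 and 16211 FPKM in female sham NT-BL replicate 3, against medians of 599 and 392.3 FPKM in the other embryos of those groups. In these 2 embryos it made up 33.7% and 40.7% of the summed X-linked FPKM.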

In a comparison of the mean expression levels between male and female X-linked genes, we found a clear distinction between the sexes in each blastocyst group, in which female blastocysts had high and variable expression, whereas male blastocysts had relatively low and constant expression (Figure 2B). 

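Female blastocysts exceeded males in mean X-linked FPKM by 11.6 in the IVF group (95% interval 6.91 to 18.6, from inverting the permutation test), by 6.49 in the SCNT group (2.00 to 10.7) and by 14.6 in the sham group (7.47 to 25.4). As ratios of the group means these are 1.85 (exact permutation test, p = 0.00216, n = 6 against 6 embryos), 1.45 (p = 0.0108, exact permutation test, n = 6 against 6) and 1.89 (p = 0.00216, exact permutation test, n = 5 against 6). The smallest p that these designs allow is 0.00216. Without the 1 locus LOC783509, a choice made after its values were seen, the ratios were 1.67, 1.47 and 1.57.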

The mean female to male X-linked gene expression ratios were estimated as 1.8, 1.5, and 1.9 in the IVF, SCNT, and sham groups, respectively (Figure 2C). 

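SMC1A, a cohesin subunit gene, had 286 ± 30.5 FPKM in female and 104 ± 9.15 FPKM in male IVF-BLs (mean ± SD, n = 6 each, log2 fold change 1.45, SE 0.14, adjusted p = 2.0e-05 from limma). USP9X, a deubiquitinase gene, had 31.0 ± 3.25 and 13.9 ± 1.18 FPKM (1.11, adjusted p = 0.00109). KDM6A, a histone H3K27 demethylase gene, had 70.9 ± 16.4 and 35.2 ± 5.37 FPKM (0.97, adjusted p = 0.00568), and MED14, a Mediator subunit gene, had 36.1 ± 8.05 and 17.2 ± 4.09 FPKM (1.03, adjusted p = 0.00885). These 4 belong to a list of genes that escape X inactivation in human cells. Of its 19 members tested, 7 were higher in female IVF-BLs and none was lower (11 higher adjusted over the list alone). The list rose as a set (camera adjusted p = 7.4e-10, and adjusted p = 0.00225 with an estimated correlation). RPS4X, a ribosomal protein gene of the list, did not pass the test (2207 FPKM in females and 1449 in males, adjusted p = 0.230).

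XIST differed between the sexes in the same embryos, with a log2 fold change of 2.68 in IVF-BLs (SE 0.43, adjusted p = 0.00166) and of 3.61 in SCNT-BLs (SE 0.37, adjusted p = 3.4e-05). HPRT1 and PGK1, textbook subjects of X inactivation, had 28.7 and 40.3 FPKM in female and 21.9 and 24.7 FPKM in male IVF-BLs, and neither passed the test (adjusted p = 0.372 and 0.185).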

The almost two-fold higher abundance of X-linked gene transcripts indicated that both maternal and paternal X chromosomes are active in bovine female blastocysts, despite the presence of *XIST* transcripts, and suggested a late onset of XCI, similar to that observed in humans (Okamoto et al., 2004).

**Figure 2:**
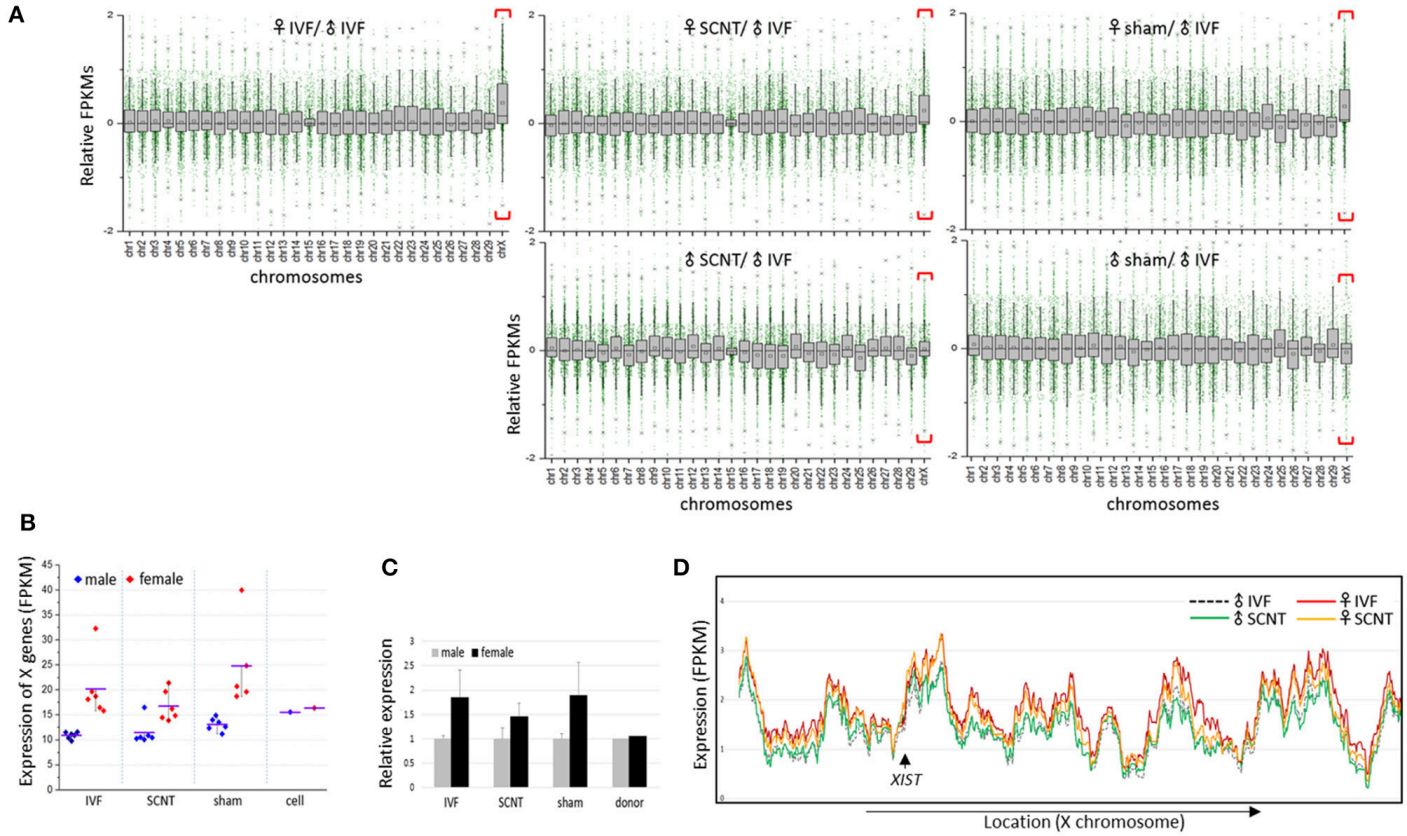
**Upregulation of X-chromosome genes in bovine female blastocysts. (A)** Box plots showing relative gene expression levels in FPKMs (fragments per kilobase of exon per million mapped fragments) of IVF, SCNT, and sham NT blastocysts plotted from chromosome 1 to X (excluding the Y chromosome) against the mean FPKM of male IVF blastocysts. X chromosomes are distinguished by higher mean expression levels (red brackets). Upper panel, females; lower panel, males. **(B)** Mean FPKMs of X-chromosome genes (X-linked genes) in individual embryos (dots) from IVF, SCNT, and sham NT groups. Donor cells (cell) are included. Blue, male; red, female; black line, group mean FPKM. **(C)**, Relative expression of X-linked genes in female blastocysts (black) compared to that in male blastocysts (gray). Error bars, standard deviation. **(D)** Comparison of chromosome-scale X-linked gene expression patterns using sliding window analysis between male and female samples, and between IVF and SCNT groups. Mean expression of X-linked genes in IVF and SCNT groups are plotted in order of genomic location. The location of the *XIST* gene is indicated (arrow).

Plotting X-linked gene expression along the chromosome, we found that the expression patterns were very similar in all blastocyst groups (sham groups omitted), with an overall higher level of expression in the female groups, which indicated that upregulation of X-linked genes in female blastocysts does not occur locally, but is chromosome-wide (Figure 2D). 

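The X-linked genes were followed along the chromosome in 434 overlapping windows of 30 neighbouring expressed genes. Female IVF-BLs exceeded male IVF-BLs in mean FPKM in all 434 windows, with a median ratio of 1.77 (1.24 to 8.21). Female SCNT-BLs exceeded male SCNT-BLs in 400 windows (92.2%), with a median ratio of 1.50 (0.628 to 2.41). Female sham NT-BLs were above males in all 434 windows (median 1.55), whereas in donor cells the female library was above the male 1 in 136 windows (31.3%, median 0.834). By the median log2 ratio of the genes in a window, females were above males in 434 windows in IVF-BLs, 433 in SCNT-BLs, 434 in sham NT-BLs and 104 in donor cells. In many of the other donor windows this median was 0, so that they favoured neither sex. The windows hold the 463 expressed genes whose neighbours could be taken from the assembly ARS-UCD 2.0, which is not the build of the files, so no positions are given. Windows share genes and carry no test.

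From the almost doubled X-linked expression of female blastocysts the paper reasons that both X chromosomes are active although XIST is present, and it proposes a late onset of X inactivation. From the higher female level all along the chromosome it concludes that the upregulation is chromosome-wide and not local.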

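Of 603 X-linked genes tested between female SCNT-BLs and female IVF-BLs, 2 were higher and 2 were lower in SCNT-BLs (5 and 9 adjusted over the list alone). At an unadjusted p under 0.05, 24 were higher and 61 lower. LOC523963 was higher, with 65.2 FPKM in SCNT-BLs and 4.40 in IVF-BLs (n = 6 each, log2 fold change 3.56, SE 0.30, adjusted p = 3.6e-05 from limma). LOC100848605 was also higher, with 73.1 and 27.7 FPKM (1.40, adjusted p = 0.0259, lost, up to 0.0833, without female IVF-BL replicate 1, 2 or 3 or female SCNT-BL replicate 1, 2, 3 or 4). TSPAN7, a tetraspanin gene, was lower, with 0.423 and 10.9 FPKM (-2.88, adjusted p = 0.0183, lost, up to 0.0731, without female SCNT-BL replicate 1 or 3). LOC100297779 was lower as well, with 18.1 ± 10.6 and 76.1 ± 36.1 FPKM (-1.99, adjusted p = 0.0383). Its call was lost, with an adjusted p of up to 0.110, without any 1 of 9 embryos, the other 3 being female IVF-BL replicates 4 and 6 and female SCNT-BL replicate 5. XIST itself was 1.77 higher on the log2 scale, with an adjusted p of 0.0850 (0.0324 adjusted over the list alone).

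Mean X-linked FPKM differed by -4.42 between the female groups (95% interval -12.6 to 2.00, exact permutation test, p = 0.245). The difference was -1.35 without female IVF-BL replicate 2 (exact permutation test, p = 0.483), -2.07 without LOC783509, left out after its values were seen (exact permutation test, p = 0.232), and -0.948 with the most abundant genes left out (exact permutation test, p = 0.288). In the windows of 30 neighbouring genes, female SCNT-BLs exceeded female IVF-BLs in 73 (16.8%), with a median ratio of 0.888 (0.241 to 1.23). Male SCNT-BLs exceeded male IVF-BLs in 293 windows (67.5%), with a median ratio of 1.08. By the median log2 ratio of the genes in a window, which 1 abundant gene cannot set, the counts were 24 (5.53%) and 246 (56.7%). As a set, X-linked genes were lower in female SCNT-BLs (camera adjusted p = 0.00839), and adjusted p = 0.487 with an estimated correlation.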

Notably, female SCNT-BLs exhibited a lower profile compared to that found in female IVF-BLs, which is consistent with the lower FPKMs of X-linked genes found in female SCNT-BLs compared with that found in female IVF-BLs (Figure 2C). In addition, although the expression levels of X-linked genes differed between male and female SCNT-BLs, their expressions were very similar in male and female donor cells (Supplementary Figure S2), which suggested sexual differentiation in transcriptomes during SCNT development.

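X-linked genes averaged 20.7 FPKM in the female and 19.6 FPKM in the male donor cells, a ratio of 1.057. With 1 library per sex this ratio has no replicate error and no test. X-linked enzymes that separated the sexes of SCNT-BLs included IDH3G, a subunit of mitochondrial isocitrate dehydrogenase, with 189 ± 68.3 FPKM in female and 43.0 ± 17.2 FPKM in male SCNT-BLs (mean ± SD, n = 6 each, log2 fold change 2.11, SE 0.26, adjusted p = 1.0e-04 from limma). UBA1, the ubiquitin-activating enzyme, had 294 ± 44.5 and 118 ± 24.3 FPKM (1.32, SE 0.18, adjusted p = 3.6e-04). KDM6A had 80.7 ± 25.3 and 24.0 ± 5.96 FPKM (1.68, SE 0.23, adjusted p = 3.3e-04). Of the 19 genes that escape X inactivation in human cells, 8 were higher in female SCNT-BLs and none was lower (9 higher and 1 lower adjusted over the list alone). That list had a camera adjusted p of 3.6e-04, and adjusted p = 0.127 with an estimated correlation.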

### The distribution of female-to-male ratios of X-linked genes was female-biased in both IVF-BLs and SCNT-BLs

Next, we examined the distribution of female-to-male (F:M) ratios of the expression levels of X-linked genes in IVF-BLs and SCNT-BLs (Figure 3A). 

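Among X-linked genes with a mean FPKM over 1 in both sexes, the median log2 F:M was 0.79 in IVF-BLs (360 genes, quartiles 0.33 and 1.32) and 0.47 in SCNT-BLs (352 genes, quartiles -0.21 and 1.13). In sham NT-BLs it was 0.62 (327 genes). F:M is the ratio of the mean FPKM of the female embryos to that of the male embryos. TIMP1, an inhibitor of matrix metalloproteinases, lay far to the female side in both groups, with 110 ± 53.2 FPKM in female and 23.5 ± 9.63 FPKM in male IVF-BLs, and 114 ± 53.9 and 20.0 ± 6.01 FPKM in SCNT-BLs (mean ± SD, n = 6 each). Its log2 fold changes in limma were 2.10 (adjusted p = 0.00187) and 2.37 (adjusted p = 1.6e-04).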

Overall, we found that the distribution was female-biased in both groups. However, in contrast to the SCNT group, donor cell populations had a relatively balanced distribution, which suggested that the symmetric F:M distribution pattern of donor cells drifted to an asymmetric, female-biased pattern in SCNT-BLs, as in IVF-BLs. 

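In the donor cells the median log2 F:M of 329 X-linked genes with FPKM over 1 was -0.07, with quartiles of -0.77 and 0.65. The female and the male donor library are 1 sample each, so neither the median nor its distance from SCNT-BLs has a replicate error.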

Non-parametric analysis using the Mann-Whitney (MW) test and the two-sample Kolmogov-Smirnov (KS) test showed that distributions of the F:M ratios of X-linked genes with FPKMs > 1 were significantly different in SCNT vs. donor cells, and in IVF vs. donor cells (both *p* < 0.05), but not between IVF vs. SCNT groups (MW test: *p* = 0.860).

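The median log2 F:M of X-linked genes with FPKM over 1 was 0.33 lower in SCNT-BLs than in IVF-BLs. This difference of -0.33 had p = 0.0199 when the IVF and SCNT labels of the embryos were permuted within each sex (permutation test, 10000 resamples, n = 6 embryos per sex and group). Tests over genes, which unlike the permutation test do not take embryos as replicates, gave p = 3.1e-07 (Mann-Whitney) and p = 1.7e-08 (Kolmogorov-Smirnov) for IVF against SCNT. Against donor cells, where 1 library per sex allows no permutation test, the IVF distribution gave p = 3.0e-28 and 2.2e-27 and the SCNT distribution p = 1.0e-10 and 2.5e-08 in the same pair of tests. Genes are not independent replicates, so these 6 values describe the distributions and do not measure the spread between embryos.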

**Figure 3:**
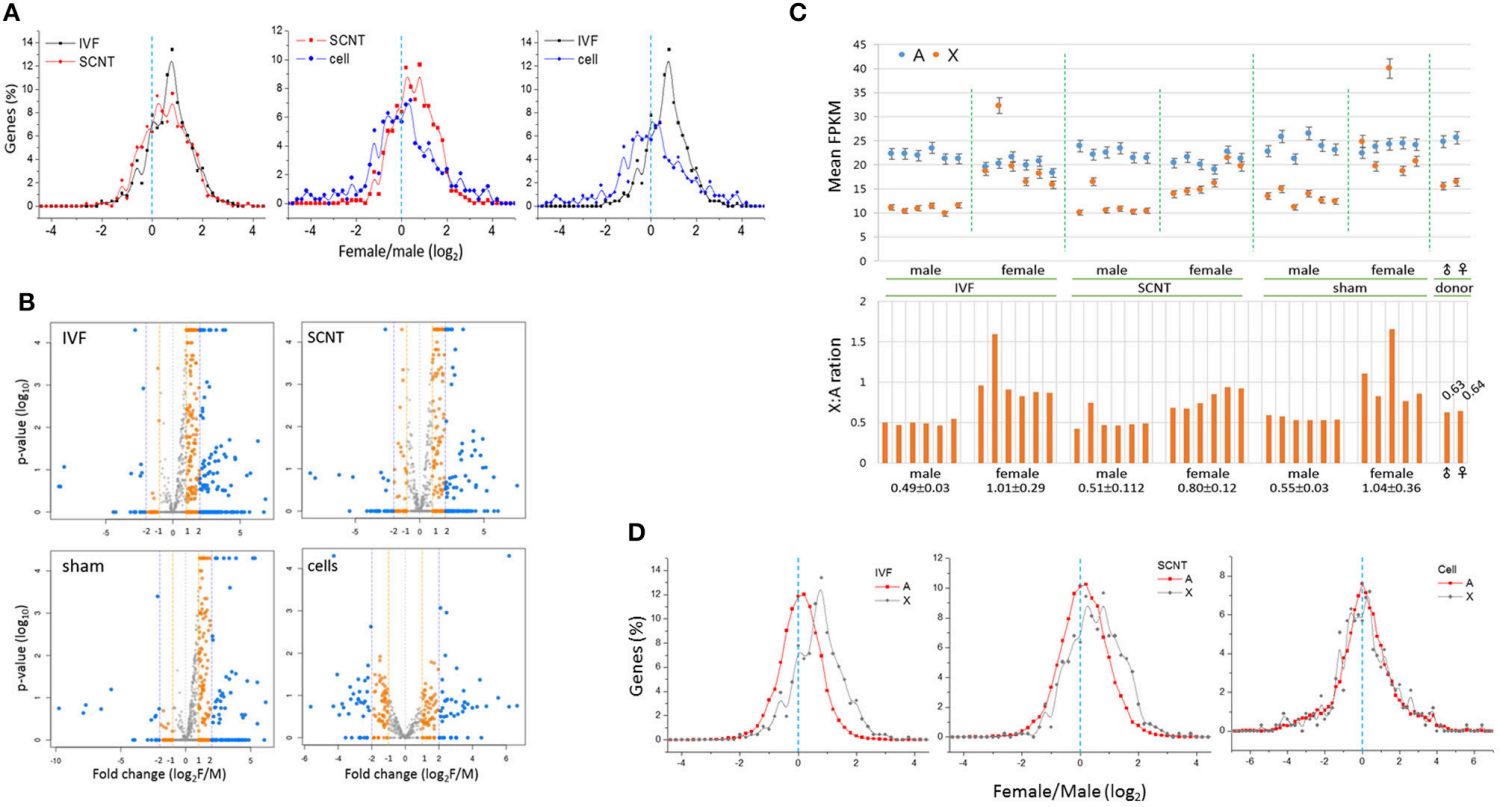
**Distribution of female-to-male ratios of X-chromosome gene expression levels in bovine blastocysts. (A)** Distribution of female-to-male (F:M) ratios of expression levels of X-chromosome genes (X-linked genes) in bovine IVF (black) and SCNT (red) blastocysts, and donor cells (blue). The dotted line (cyan) denotes an F:M ratio of 1 [log_2_(F:M) ratio = 0]. Bin size, 0.2 in log_2_(FPKM). **(B)** Volcano plots showing mean F:M levels of individual X-linked genes against *p*-values and fold changes in each blastocyst group. Genes with different F:M fold changes are denoted in different colors. **(C)** Comparison of expression (mean FPKM ± STD) in autosomal (A, blue) and X-chromosome genes (X, orange) between males and females in IVF, SCNT, and sham-NT blastocysts. The X:A ratio that denotes the FPKM level in each blastocyst is provided in the lower panel; the mean X:A ratios (± STD) of individual groups are denoted below. Donor cells are included for reference. **(D)** Distribution of female-to-male ratios in autosomal (A, black) and X-chromosome genes (X, red) in IVF and SCNT blastocysts. A dotted line (cyan) denotes an F:M ratio of 1 [log_2_(F:M) ratio = 0]. Bin size, 0.2 in log_2_(FPKM). Donor cell samples are included for reference.

The numbers of X-linked genes expressed in IVF-BLs, SCNT-BLs, sham NT-BLs, and donor cells were 668, 666, 628, and 479, respectively. 

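With a gene counted as expressed when its mean FPKM exceeded 0.1 in either sex, 628 X-linked genes were expressed in IVF-BLs, 609 in SCNT-BLs, 603 in sham NT-BLs and 543 in donor cells. Single embryos had a median of 13388 genes of all chromosomes over 0.1 FPKM in female and 12938 in male IVF-BLs, and of 13378 and 12952 in female and male SCNT-BLs. Sham NT-BLs had medians of 12943 in females and 12760 in males, and the donor libraries had 14074 (female) and 13955 (male). Detection at this level depends on depth.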

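Of 628 expressed X-linked genes, 510 had a higher mean in female than in male IVF-BLs. ATP6AP1 and ATP6AP2, subunits that accompany the vacuolar proton pump, had 112 ± 21.8 and 38.8 ± 8.17 FPKM in females and 52.4 ± 8.25 and 14.8 ± 2.902 FPKM in males (mean ± SD, n = 6 each, log2 fold changes 1.07 and 1.33, adjusted p = 0.00172 and 0.00104 from limma). In SCNT-BLs 412 of 609 genes were higher in females. Among them was ATP6AP1 at 105 ± 31.8 against 41.3 ± 12.7 FPKM (1.32, adjusted p = 0.00275). ATP6AP2 was not among them, since its mean was higher in male SCNT-BLs. In sham NT-BLs 473 of 603 genes were higher in females, and in donor cells 262 of 543.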

We used volcano plots to display the mean F:M levels of individual X-linked genes in each blastocyst group (Figure 3B), which showed that the majority of X-linked genes were upregulated in female blastocysts. Notably, however, the SCNT group still had a considerable number of X-linked genes that were expressed at higher levels in males. 

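In SCNT-BLs 197 of the expressed X-linked genes had a higher mean in males, 78 of them by over 2 times. In IVF-BLs 118 were higher in males (48 by over 2 times), and in sham NT-BLs 130 (51 by over 2 times). ACSL4, a ligase that activates long-chain fatty acids, lay on the male side, with 96.4 ± 36.4 FPKM in male and 36.9 ± 12.0 FPKM in female SCNT-BLs (mean ± SD, n = 6 each). Its log2 fold change was -1.33 (SE 0.27, adjusted p = 0.00504 from limma). In donor cells 281 genes were higher in the male library.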

Proportions of X-linked genes that were highly expressed (F:M > 1) in female blastocysts were 78.7, 66.7, 78.1, and 51.2%, and those with an F:M ratio > 2 were 46.7, 36.2, 33.1, and 24.2% in IVF-BLs, SCNT-BLs, sham NT-BLs, and donor cells, respectively.

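In IVF-BLs 81.2% of expressed X-linked genes had F:M over 1 (exact permutation test of the sex labels, p = 0.00216, n = 6 against 6 embryos) and 313 of them, 49.8%, had F:M over 2 (exact permutation test, p = 0.00108). In SCNT-BLs 67.7% had F:M over 1 (exact permutation test, p = 0.0520, n = 6 against 6) and 230, or 37.8%, F:M over 2 (exact permutation test, p = 0.00108). Without female SCNT-BL replicate 1 the first SCNT share was 68.0% (exact permutation test, p = 0.0476) and without male SCNT-BL replicate 2 it was 68.8% (exact permutation test, p = 0.0108). In sham NT-BLs the shares were 78.4% (exact permutation test, p = 0.00649, n = 5 against 6) and 36.2% (exact permutation test, p = 0.00216). The tests of shares over 2 counted labelings in 1 direction only, toward larger shares. Their p can therefore lie under 0.00216, the smallest p of the two-sided tests of 6 against 6. With the median of each sex in place of the mean, the shares over 1 were 77.7% in IVF-BLs (exact permutation test, p = 0.0606), 59.1% in SCNT-BLs (exact permutation test, p = 0.432) and 70.8% in sham NT-BLs (exact permutation test, p = 0.182). By medians 488 genes were higher in females and 94 in males in IVF-BLs, 360 and 184 in SCNT-BLs, and 427 and 99 in sham NT-BLs. The remaining expressed genes had equal medians but stayed in the share, which lowers it. The tests with medians therefore cannot tell such ties from a weaker female bias. Random labelings of the same embryos gave 15.7%, 16.2% and 15.3% of genes over 2 on average in the 3 groups. Donor cells, with 1 library per sex, had 48.3% over 1 and 26.5% over 2.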

### Expressions levels of autosomal genes are balanced between bovine female and male blastocysts

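Mean A-gene expression of single embryos had a coefficient of variation of 4.81% in male and 6.11% in female SCNT-BLs, and of 8.35% in male and 3.93% in female sham NT-BLs. Between the sexes it differed by -2.52 FPKM in IVF-BLs (female minus male, 95% interval -3.82 to -1.18, exact permutation test, p = 0.00649, n = 6 against 6). In 5 of the 6 female IVF-BLs the mean was below that of every male. The difference was -1.97 FPKM in SCNT-BLs (-3.50 to -0.433, exact permutation test, p = 0.0173, n = 6 against 6), again with 5 of 6 females below every male. In sham NT-BLs it was -0.666 FPKM (-2.93 to 1.60, exact permutation test, p = 0.524, n = 5 against 6). The donor cells averaged 26.0 (female) and 25.2 FPKM (male). With the most abundant 1% of A-genes left out, the female and male means were 11.93 and 12.12 FPKM in IVF-BLs. They were 11.93 and 12.14 FPKM in SCNT-BLs, and 12.86 and 13.47 FPKM in sham NT-BLs. Geometric means were 10.38 in female and 10.21 in male IVF-BLs, and 10.04 in either sex of SCNT-BLs. The differences in IVF-BLs and SCNT-BLs thus lay largely in the most abundant genes. FPKM are relative to each library's total, and sex coincides with flow cell.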

We compared the mean expression levels of X-linked genes and autosomal genes (A-genes) in individual blastocysts, and found that the expressions of A-genes were relatively constant in all blastocysts, irrespective of the different X-linked gene expressions observed between the sexes (Figure 3C). Furthermore, we found that the male IVF group had a mean X:A ratio of 0.49 compared with a mean of 1.01 found in the female IVF group, revealing a significant difference between the sexes (Wilcoxon signed rank test; *p* = 6.0e-09). 

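The X:A ratio, the mean FPKM of X-linked genes over that of A-genes in 1 embryo, was 0.604 ± 0.0369 in male IVF-BLs (mean ± SD, n = 6, 0.565 to 0.666) and 1.26 ± 0.396 in female IVF-BLs (n = 6, 1.02 to 2.06). Every female lay above every male (exact permutation test, p = 0.00216, the smallest that this two-sided test of 6 embryos against 6 allows). Female replicate 2, the embryo with high LOC783509, held the value of 2.06. Without that locus the female ratio was 1.12 ± 0.127. With the 10 most abundant X-linked genes and the most abundant 1% of A-genes left out, the ratios were 0.754 in males and 1.25 in females.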

We found X:A ratios of 0.51 and 0.80 in male and female SCNT-BLs, respectively, which were similar to those found in IVF-BLs, although slightly lower in female SCNT-BLs compared with those in female IVF-BLs.

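Male SCNT-BLs had an X:A ratio of 0.626 ± 0.149 (mean ± SD, n = 6, 0.515 to 0.925) and female SCNT-BLs of 0.989 ± 0.148 (n = 6, 0.828 to 1.17). Female SCNT-BLs differed from female IVF-BLs by -0.272 (95% interval -0.660 to 0.0368, exact permutation test, p = 0.0823), and male SCNT-BLs from male IVF-BLs by 0.0226 (-0.0743 to 0.164, exact permutation test, p = 0.946). Without female IVF-BL replicate 2 the female difference was -0.112 (exact permutation test, p = 0.156), without LOC783509, left out after its values were seen, -0.152 (exact permutation test, p = 0.0693), and with the most abundant genes left out -0.0780 (exact permutation test, p = 0.156). Without male SCNT-BL replicate 2 the male difference turned to -0.0372 (exact permutation test, p = 0.108), and with the most abundant genes left out it was 0.0883 (exact permutation test, p = 0.00433). Whether the sex difference of log2 X:A itself differed between SCNT and IVF was tested by permuting origin within each sex. The difference of differences was -0.34 on the log2 scale (permutation test, p = 0.142). It passed the threshold in 2 other settings: -0.25 (permutation test, p = 0.00247) with the most abundant genes left out, and -0.34 (permutation test, p = 0.0261) with geometric means.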

We compared the distributions of F:M ratios of A-gene expression levels in IVF and SCNT blastocysts, and donor cell groups (Figure 3D). The F:M distribution was not skewed for A-genes in these groups, centering on an F:M ratio of 1 (log_2_ ratio = 0). 

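Among A-genes with FPKM over 1 in both sexes the median log2 F:M was 0.02 in IVF-BLs (9926 genes), 0.00 in SCNT-BLs (9705 genes), -0.06 in sham NT-BLs (9687 genes) and 0.01 in donor cells (10053 genes). DNAJB1, a heat shock co-chaperone gene, had 23.7 ± 6.57 FPKM in female and 10.5 ± 2.92 in male IVF-BLs (mean ± SD, n = 6 each, log2 fold change 1.10, adjusted p = 0.0154 from limma).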

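The median log2 F:M of X-linked genes exceeded that of A-genes by 0.77 in IVF-BLs (exact permutation test of the sex labels, p = 0.00216, n = 6 against 6 embryos). In SCNT-BLs the distance was 0.46 (exact permutation test, p = 0.00433, n = 6 against 6) and in sham NT-BLs 0.67 (exact permutation test, p = 0.00216, n = 5 against 6). In donor cells it was -0.08, from 1 library per sex. Mann-Whitney tests over genes, unlike the permutation test, do not take embryos as replicates and gave p = 4.3e-75 (IVF), 2.8e-18 (SCNT), 6.7e-77 (sham) and 0.131 (donor cells), as descriptions only, because genes are not independent replicates.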

Using an MW test, we found that the F:M distributions between X- and A-genes were significantly different between the IVF and SCNT groups (*p* < 0.002), but not in the donor cells (*p* > 0.05). In addition, examining autosomal differentially expressed genes (aDEGs; *p* < 0.05) between the sexes, we found that the number of male-high or female-high aDEGs was similar in both IVF (51.0 vs. 49.0%, respectively; *n* = 2,020) and SCNT (48.8 vs. 51.2%; *n* = 3,051) groups. This probably indicated that X chromosomes impose an extensive transcriptional regulation on A-genes in both IVF and SCNT blastocysts, as previously suggested (Bermejo-Alvarez et al., 2010).

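At an unadjusted p under 0.05, 1400 A-genes were higher in female and 1326 in male IVF-BLs, of 14615 tested, and 1864 and 1793 in SCNT-BLs, of 14383. Genes of the heat shock, pluripotency and lineage lists were among those that also passed adjustment in SCNT-BLs. HSPA1A, an inducible HSP70, had 43.1 ± 29.5 FPKM in female and 7.68 ± 4.90 FPKM in male SCNT-BLs (mean ± SD, n = 6 each, log2 fold change 2.24, adjusted p = 0.00304 from limma). Of 15 genes of the inner cell mass and epiblast list, 4 were higher in female SCNT-BLs and none was lower (4 and 1 adjusted over the list alone). SALL4 had 34.6 ± 11.2 and 9.25 ± 1.85 FPKM (1.77, adjusted p = 3.2e-04), TFCP2L1 65.2 ± 15.5 and 26.5 ± 4.36 FPKM (1.25, adjusted p = 8.6e-04) and KLF4 25.1 ± 9.14 and 8.67 ± 4.46 FPKM (1.49, adjusted p = 0.00664). The list as a set did not pass camera (adjusted p = 0.342).

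Of 25 trophectoderm genes, 3 were higher in female SCNT-BLs and 1 was lower (5 and 1 adjusted over the list alone). TEAD4 had 86.6 ± 52.3 FPKM in females and 27.2 ± 10.1 in males (1.56, adjusted p = 0.00447), DLX3 7.39 and 1.89 FPKM (1.45, adjusted p = 0.0103) and CLDN4, a tight junction gene, 279 ± 87.0 and 129 ± 32.9 FPKM (1.07, adjusted p = 0.0175). CDX2, the trophectoderm transcription factor, was the lower 1, with 20.9 ± 4.49 and 43.4 ± 9.99 FPKM (-1.01, adjusted p = 0.00587), and the set gave a camera adjusted p of 0.172. Of 14 primitive endoderm genes, 1 was higher and LAMA1 lower (2.93 and 12.8 FPKM, -1.87, adjusted p = 0.00638) in female SCNT-BLs (also 1 and 1 adjusted over the list alone). Sex and flow cell coincide in each of these comparisons.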

### Features of X-linked differentially expressed genes and in the de-repression of X-linked genes

A heatmap of X-linked gene expression revealed a gender-specific pattern in blastocysts, with higher levels found in female blastocysts (Figure 4A). 

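Across X-linked genes, a female SCNT-BL correlated with the mean female IVF-BL at r = 0.936 ± 0.0123 and with the mean male SCNT-BL at r = 0.911 ± 0.0283 (mean ± SD, n = 6 embryos). The first was the higher in 5 of 6 embryos, by 0.0243 on average (exact sign-flip test, p = 0.0625). Male SCNT-BLs correlated at 0.936 ± 0.0137 with the mean male IVF-BL and at 0.912 ± 0.0147 with the mean female SCNT-BL, a difference of 0.0249 seen in 6 of 6 embryos (exact sign-flip test, p = 0.0312, the smallest that 6 embryos allow). Correlations with the embryo's own group mean, leaving the embryo out, were 0.947 in female and 0.949 in male SCNT-BLs. The profiles are log2(FPKM + 1), and genes are not independent replicates.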

The heatmap pattern of female SCNT-BLs differed from that of male SCNT-BLs, and resembled that observed in female IVF-BLs. In addition, we found that male and female donor cells had similar X-linked gene expression patterns, but neither the pattern observed in female SCNT-BLs nor that found in male SCNT-BLs was similar to the pattern found in donor cells. 

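With the female donor library, female SCNT-BLs correlated across X-linked genes at a mean r of 0.719 and male SCNT-BLs at 0.717. With the male donor library the values were 0.718 and 0.745. The 2 donor libraries correlated with each other at 0.917, and single female IVF-BLs with the mean male IVF-BL profile at a mean r of 0.920. Each donor profile rests on 1 library.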

Figure 4B shows a cluster analysis of X-linked gene expression, in which each cluster presents the pattern of change in gene expression between donor cells and SCNT-BLs, using the pattern seen in IVF-BLs as a reference. The genes that belong to each category are listed in the Supplementary Table S1.

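Table S1 divides the X-linked genes into 9 clusters. The medians given here are over the expressed genes of a cluster. The largest had 212 genes, of which 207 were expressed. Its median log2(FPKM + 1) was 3.48 in the female donor, 4.30 in female SCNT-BLs and 4.49 in female IVF-BLs. In males it was 3.63, 3.99 and 3.75 in the same order. A cluster of 153 genes (141 expressed) was highest in donor cells. Its medians were 3.14 in the female donor, 2.03 in female SCNT-BLs and 2.43 in female IVF-BLs, and 3.35, 1.82 and 1.66 in males. A cluster of 102 genes (78 expressed) had a median of 0 in either donor. This median rose to 1.26 in female SCNT-BLs and 1.75 in female IVF-BLs, against 0.66 and 0.85 in males. The 46 genes of another cluster had 0.94, 1.83 and 2.24 in females and 0.40, 1.18 and 1.53 in males. A cluster of 36 genes (18 expressed) stood at 2.41 in the female donor and at 0.09 and 0.20 in female SCNT-BLs and IVF-BLs. The study chose the clusters on these samples, so their order across groups is not independent evidence.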

**Figure 4:**
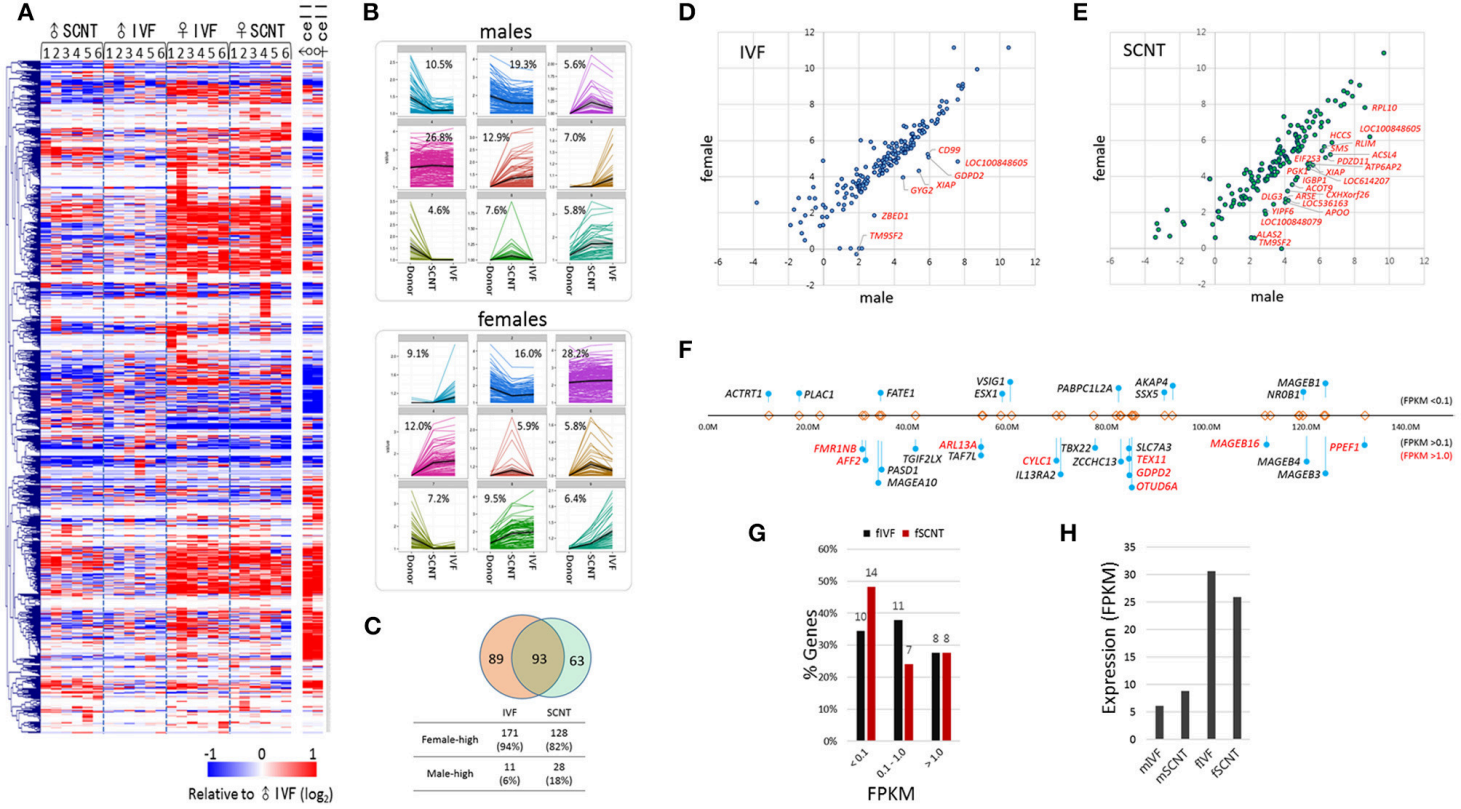
**Features of X-chromosome gene expression in IVF and SCNT blastocysts. (A)** Heatmap of relative X-chromosome gene (X-linked gene) expression in individual IVF and SCNT blastocysts vs. the mean expression level of the male IVF blastocyst group. Donor cells are included for reference. Genes are hierarchically clustered. **(B)** *k*-mean clustering (*k* = 9) of X-chromosome genes among donor cell, SCNT, and IVF blastocyst groups. The frequency of each cluster is denoted in the panel. Upper panel, males; lower panel, females. **(C)** Venn diagram showing the overlap between 182 IVF X-linked differentially expressed genes (xDEGs, *p* < 0.05; orange) and 156 SCNT xDEGs (green). **(D–E)** Scatter plots of xDEGs in IVF **(D)** and SCNT **(E)** blastocyst groups. Most xDEGs are highly expressed in females, and high-expressing xDEGs in males (male-high) are partly denoted with gene symbols. **(F–H)** Respective location **(F)** and expression **(G–H)** of 29 X-linked genes in bovine IVF and SCNT blastocysts specifically expressed in human and mouse testes. In **(F)** the relative positions and distances of genes on the X chromosome are indicated by “lollipops.” Genes are categorized by expression level where a FPKM < 0.1 indicates a none-to-weak level of expression, a FPKM > 0.1 indicates weak-to-moderate expression, and a FPKM > 0.5 (red) indicates moderate-to-high expression. Comparison of the expression of 29 testes-specific genes between female IVF and SCNT groups **(G)**, and between males and females **(H)**.

Next, we detected and evaluated differentially expressed X-linked genes (xDEGs; *p* < 0.05) between the sexes (Figure 4C). 

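Of 597 X-linked genes tested in IVF-BLs, 95 were higher and 10 lower in females at an adjusted p under 0.05 from limma (152 and 11 adjusted over the list alone), and 222 and 18 at an unadjusted p under 0.05. UPRT, a uracil phosphoribosyltransferase homolog, had 63.9 ± 41.2 FPKM in female and 4.28 ± 2.80 FPKM in male IVF-BLs (mean ± SD, n = 6 each, log2 fold change 3.49, SE 0.47, adjusted p = 3.6e-04). LOC616695 (2.65, adjusted p = 4.7e-05), WBP5 (2.47, adjusted p = 0.00151) and LOC787476 (2.41, adjusted p = 0.00355) had 0.0730, 0.374 ± 0.609 and 2.03 ± 2.07 FPKM in males and 5.86 ± 1.68, 6.97 ± 3.86 and 14.2 ± 7.11 FPKM in females. SAT1, which acetylates spermidine and spermine, had 20.9 ± 14.1 and 3.62 ± 2.79 FPKM (2.28, adjusted p = 0.0216, and 0.0525 without female IVF-BL replicate 2). LOC100847299 had 29.2 ± 37.9 FPKM in females and was listed at 0 in every male (adjusted p = 0.0356). Its call was lost, with an adjusted p of up to 0.0711, without any 1 male IVF-BL or without female replicate 1, 2, 3 or 5.

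Of 25 X-linked enzymes of energy and nucleotide metabolism, 9 were higher in female IVF-BLs and none was lower (15 higher adjusted over the list alone). SLC25A5, the mitochondrial ADP/ATP carrier, had 517 ± 86.7 and 202 ± 75.9 FPKM (1.43, SE 0.24, adjusted p = 0.00222). PHKA1 and PHKA2, subunits of phosphorylase kinase, had log2 fold changes of 1.46 (adjusted p = 0.0156) and 1.61 (adjusted p = 0.0149), and PRPS2, a phosphoribosyl pyrophosphate synthetase, of 1.79 (adjusted p = 0.0120). The list rose as a set (camera adjusted p = 5.6e-10, and adjusted p = 0.0164 with an estimated correlation), as did the X-linked genes as a whole (2.1e-14, and adjusted p = 0.00831 with an estimated correlation).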

In the IVF group, we found 182 xDEGs, of which 94% (171/182) were highly expressed in female blastocysts (Supplementary Table S2). 

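LOC100848605 was the X-linked gene furthest to the male side in IVF-BLs, with 27.7 ± 9.52 FPKM in females and 195 ± 76.0 FPKM in males (mean ± SD, n = 6 each, log2 fold change -2.74, SE 0.28, adjusted p = 2.7e-05 from limma). XIAP, an inhibitor of caspases, had 19.6 ± 4.64 FPKM in females and 42.5 ± 13.7 in males (-1.04, SE 0.24, adjusted p = 0.0185). TM9SF2, a transmembrane protein gene, had 0.802 ± 0.391 and 3.69 ± 1.12 FPKM (-1.36, SE 0.30, adjusted p = 0.0146). The others past the threshold included Y-linked copies kept in the X-linked set, namely UTY (-2.68, adjusted p = 2.4e-05), DDX3Y (-2.49, 8.6e-05), EIF2S3Y (-2.46, 2.7e-05), USP9Y (-2.45, 0.00295) and ZRSR2Y (-1.93, adjusted p = 0.0238, and 0.0526 without male IVF-BL replicate 2 or 5).

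Another 4 X-linked genes were lower in females without passing adjustment. CD99, a cell surface glycoprotein gene, had 37.5 ± 19.7 FPKM in females and 60.4 ± 10.9 in males (-0.78, adjusted p = 0.0912, and 0.0348 adjusted over the list of X-linked genes alone). ZBED1, a zinc finger gene, had 3.59 ± 2.04 and 7.35 ± 3.04 FPKM (-0.88, adjusted p = 0.137), GDPD2, a phosphodiesterase gene, 33.4 ± 17.7 and 62.2 ± 28.7 FPKM (-0.90, adjusted p = 0.158), and GYG2, a glycogenin gene, 15.2 ± 5.397 and 22.8 ± 4.78 FPKM (-0.60, adjusted p = 0.194). Of 16 pseudoautosomal genes, CD99, ZBED1 and GYG2 among them, none passed in limma (none adjusted over the list alone, 1 higher and 4 lower in females at an unadjusted p under 0.05), and the set gave a camera adjusted p of 0.461.

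**Figure D1:**
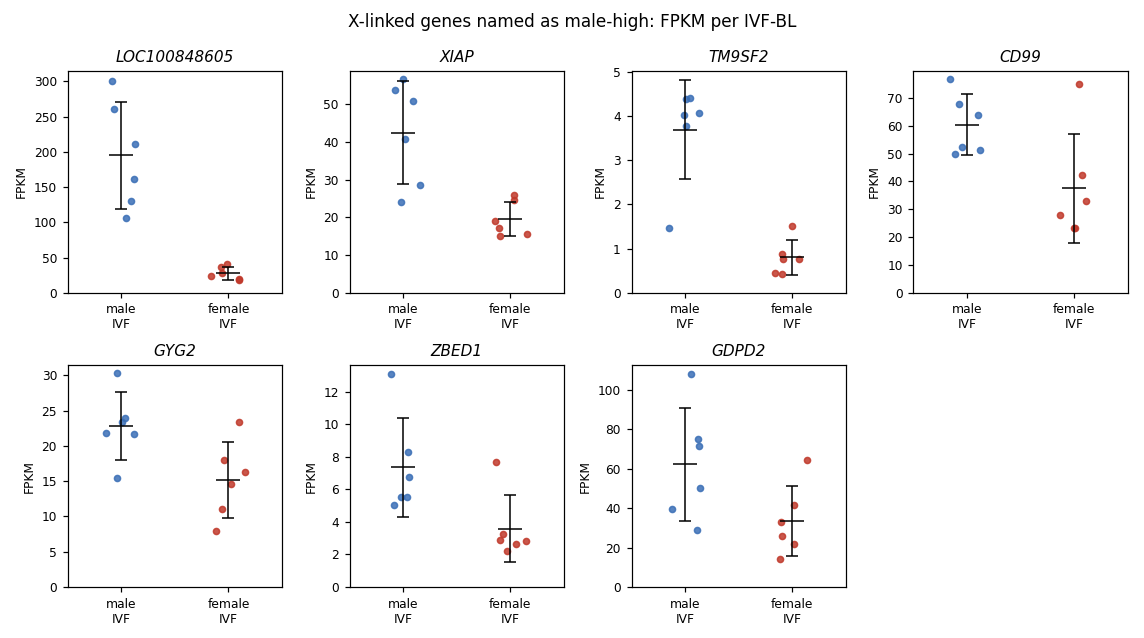
FPKM (y axis, linear from 0) of 7 X-linked genes in the 6 male (blue) and 6 female (red) IVF-BLs. Each point is 1 embryo, the long line is the mean and the whiskers are 1 SD. The LOC100848605 means are 195 FPKM in males and 27.7 FPKM in females, without overlap of the embryos, whereas the sexes overlap for the other 6 genes, XIAP and TM9SF2 among them.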

We found that only a small proportion (6%) of xDEGs, including *GYG2, CD99, GDPD2, ZBED1, XIAP, TM9SF2*, and LOC100848605 were highly expressed in male IVFs (Figure 4D). Of these genes, *ZBED1* and *CD99* are located in the pseudoautosomal region 1 (PAR1) and therefore, are present on both the X and Y chromosomes. We propose that this male-biased expression resulted from partial spreading of XCI in females (Johnston et al., 2008). Furthermore, *GYG2* is known to have a short truncated version on the Y chromosome in humans (Zhai et al., 2000).

By contrast, in the SCNT group, we found 156 xDEGs (Supplementary Table S2), of which 18% (28/156) were highly expressed in males (Figure 4E). This proportion was larger than that observed in the IVF group, and it would interesting to determine whether these genes reside at loci that are refractory to X-chromosome reprogramming. 

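In SCNT-BLs 88 of 575 X-linked genes were higher and 20 lower in females at an adjusted p under 0.05 from limma (103 and 21 adjusted over the list alone), and 147 and 39 at an unadjusted p under 0.05. As a set they were higher in females (camera adjusted p = 9.1e-04), and adjusted p = 0.471 with an estimated correlation. LOC523963 had 65.2 ± 33.6 FPKM in females and 12.1 ± 6.25 in males (mean ± SD, n = 6 each, log2 fold change 2.42, SE 0.38, adjusted p = 0.000897). PRICKLE3, a planar cell polarity gene, had 11.1 ± 4.75 and 1.69 ± 1.04 FPKM (2.17, adjusted p = 8.3e-04) and LOC100847211 20.4 ± 10.4 and 3.43 ± 1.55 FPKM (2.23, adjusted p = 6.8e-04). LOC100297099, LOC787803 and LOC783362 had log2 fold changes of 3.02, 2.91 and 2.87 (adjusted p = 0.00915, 0.00104 and 0.00868). CDK16, a cyclin-dependent kinase gene, had 70.3 ± 29.6 and 26.1 ± 5.83 FPKM (1.35, adjusted p = 0.00208). RPS4X had 1852 ± 1001 and 804 ± 159 FPKM (1.09, adjusted p = 0.0251, and up to 0.0599 without male SCNT-BL replicate 1, 3 or 5).

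Of 25 X-linked metabolic enzymes, 7 were higher in female SCNT-BLs and ACSL4 was lower (7 and 2 adjusted over the list alone). SLC6A8, the creatine transporter, had 298 ± 179 and 88.2 ± 58.0 FPKM (1.86, adjusted p = 0.0208). The set had a camera adjusted p of 0.0481, and adjusted p = 0.534 with an estimated correlation. On the male side, the Y-linked copies USP9Y (-3.26, adjusted p = 2.0e-04), DDX3Y (-2.97, 3.4e-05), UTY (-2.95, 8.4e-05), EIF2S3Y (-2.73, 8.4e-05) and ZRSR2Y (-1.57, 8.8e-04) stood beside LOC100847766, which was listed at 0 in every female and had 13.9 ± 12.9 FPKM in males (adjusted p = 0.0234, and up to 0.0556 without male SCNT-BL replicate 1, 5 or 6). Of 15 pseudoautosomal genes, 1 was higher and 1 lower in females (2 and 1 adjusted over the list alone, camera adjusted p = 0.761).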

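The sex difference itself differed between SCNT-BLs and IVF-BLs for 8 of 607 X-linked genes (interaction of sex and origin in limma, adjusted p under 0.05), 6 of them more to the male side in SCNT-BLs and 2 to the female side (5 and none adjusted over the list alone). ACSL4 had 27.7 ± 14.9 FPKM in male and 45.5 ± 14.3 in female IVF-BLs, but 96.4 in male and 36.9 in female SCNT-BLs (interaction -2.11 on the log2 scale, SE 0.43, adjusted p = 0.0137). ATP6AP2 had 14.8 and 38.8 FPKM in male and female IVF-BLs and 39.4 ± 16.0 and 25.5 ± 12.95 FPKM in male and female SCNT-BLs (-2.09, SE 0.48, adjusted p = 0.0248). ATRX, a chromatin remodeller gene, had 32.2 ± 2.02 and 65.0 ± 11.1 FPKM in IVF-BLs and 78.9 ± 12.7 and 74.3 ± 15.3 FPKM in SCNT-BLs (-1.08, SE 0.24, adjusted p = 0.0199). CXHXorf23 had 16.4 ± 2.74 and 42.7 ± 15.2 FPKM in IVF-BLs and 29.2 ± 10.1 and 24.5 ± 5.09 FPKM in SCNT-BLs (-1.48, SE 0.32, adjusted p = 0.0199).

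The other calls rested on single embryos. ASB12 (-0.97, adjusted p = 0.0328) was lost, up to 0.0522, without male IVF-BL replicate 1 or 6, male SCNT-BL replicate 1 or 3 or female IVF-BL replicate 2 or 3. SMC1A (-0.75, adjusted p = 0.0485) was lost, up to 0.0807, without any 1 embryo except male SCNT-BL replicate 3 and female SCNT-BL replicates 4 and 5. PNPLA4 (2.02, adjusted p = 0.0425) and LOC523963 (1.90, adjusted p = 0.0445) were lost without 15 and 17 of the 24 embryos, with adjusted p of up to 0.0761 and 0.0812. PNPLA4 kept its call only without male IVF-BL replicate 1, 4 or 6, male SCNT-BL replicate 3 or 6, female IVF-BL replicate 1 or 4 or female SCNT-BL replicate 4 or 6. LOC523963 kept it only without male IVF-BL replicate 6, male SCNT-BL replicate 2, 4 or 5, female IVF-BL replicate 1 or female SCNT-BL replicate 1 or 2.

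**Figure D2:**
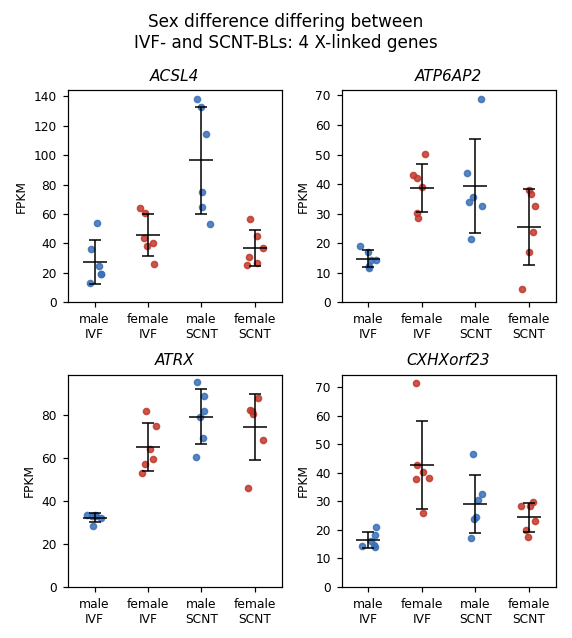
FPKM (y axis, linear from 0) of ACSL4, ATP6AP2, ATRX and CXHXorf23 in male (blue) and female (red) IVF-BLs and SCNT-BLs, 6 embryos per group. Each point is 1 embryo, the long line is the mean and the whiskers are 1 SD. ATRX has means of 32.2 FPKM in male and 65.0 FPKM in female IVF-BLs, and of 78.9 and 74.3 FPKM in SCNT-BLs.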

We found that 93 xDEGs were common to IVF-BLs and SCNT-BLs (Figure 4C), and among them, *XIAP, TM9SF2*, and LOC100848605 were identified to be male-high. 

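Of 537 X-linked genes tested in both groups, 40 were higher in females of both IVF-BLs and SCNT-BLs at an adjusted p under 0.05 (15.2 would overlap if the lists of 93 and 88 genes were independent), and 9 were lower in both (0.372 would overlap). Most of these 9 were the Y-linked copies kept in the X-linked set (UTY, DDX3Y, EIF2S3Y, ZRSR2Y and rows of USP9Y). No gene was called in opposite directions. The 2 comparisons share no embryo, and log2 fold changes correlated at r = 0.555 across genes, with 73.2% of genes on the same side. LOC100848605 had 73.1 ± 16.8 FPKM in female and 465 ± 162 in male SCNT-BLs (mean ± SD, n = 6 each, log2 fold change -2.60, SE 0.26, adjusted p = 3.4e-05 from limma). TM9SF2 had 1.48 ± 0.704 and 4.66 ± 1.88 FPKM there (-1.18, SE 0.33, adjusted p = 0.0284, and up to 0.0638 without male SCNT-BL replicate 3 or 5 or female SCNT-BL replicate 2, 3 or 4). XIAP had 24.4 ± 8.83 and 48.3 ± 17.1 FPKM (-0.96, adjusted p = 0.0857, and 0.0589 adjusted over the list alone). The interaction of sex and origin was not past the threshold for TM9SF2 (adjusted p = 0.875). Table S2 of the paper lists 171 female-high and 11 male-high genes in IVF-BLs and 128 and 28 in SCNT-BLs. Counted once per symbol, 161, 10, 123 and 26 of these were tested here. In the same order 81, 6, 75 and 12 passed adjustment in the paper's direction, and 143, 10, 108 and 22 passed at its unadjusted threshold.

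**Figure D3:**
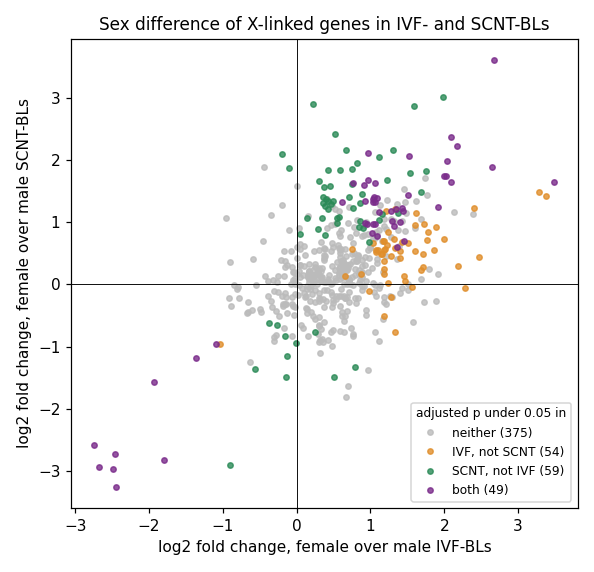
Log2 fold change, female over male, of 537 X-linked genes in IVF-BLs (x axis) and SCNT-BLs (y axis). Each point is 1 gene, and colours give the groups in which its adjusted p was under 0.05: 49 genes in both, 54 in IVF-BLs alone, 59 in SCNT-BLs alone and 375 in neither. The points lie mostly to the upper right, and LOC100848605 sits at -2.74 in IVF-BLs and -2.60 in SCNT-BLs.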

The regulatory mechanism involved in the expression of these male-high X-linked genes is currently unknown.

Certain male-specific X-linked genes are expressed specifically in the testes, the majority of which are expressed predominantly or exclusively at both pre- and post-meiotic stages (Wang et al., 2001; Mueller et al., 2008). Using previously reported data (Wang et al., 2008) as a reference, we selected 68 X-linked genes that have testes-specific expression in humans and mice, and identified annotations for 29 of these genes in the bovine genome browser (Figure 4F). We found that these genes are not localized at specific loci or regions, but are distributed over the entire X chromosome. In our blastocyst samples, we found that more than half of these 29 genes were expressed at an FPKM > 0.1 (Figure 4G), and that their expression levels were 3–5 times higher than that found in female blastocysts (Figure 4H). Therefore, our findings indicated that upregulation of the X chromosome or XCR leads to a de-repression of a large number of X-linked genes, including testes-specific genes, which are not necessary at the blastocyst stage. Furthermore, the data suggest a randomness and non-selectiveness in the de-repression of X-linked genes during XCR.

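A list of X-linked genes of the male germ line, drawn up from textbook knowledge and not read from Figure 4F, holds 38 rows of the table. Of these 24 had a mean over 0.1 FPKM in female IVF-BLs, 17 in male IVF-BLs, 20 in female SCNT-BLs and 16 in male SCNT-BLs. Their mean was 2.98 ± 2.37 FPKM in female and 0.948 ± 0.834 FPKM in male IVF-BLs (mean ± SD, n = 6 each), a ratio of 3.14 (exact permutation test, p = 0.0325, n = 6 against 6). In SCNT-BLs it was 1.59 ± 1.13 and 0.551 ± 0.351 FPKM, a ratio of 2.89 (exact permutation test, p = 0.0541, n = 6 against 6). CT47B1, a cancer/testis antigen gene, had 47.1 ± 38.5 FPKM in female and 7.29 ± 12.1 in male IVF-BLs (log2 fold change 3.28, adjusted p = 0.0328 from limma). Without CT47B1 the IVF ratio was 2.30 (exact permutation test, p = 0.152) and the SCNT ratio 2.47 (exact permutation test, p = 0.0649). In sham NT-BLs the ratio was 2.07 (exact permutation test, p = 0.104, n = 5 against 6), and 1.16 without CT47B1 (exact permutation test, p = 0.745). The call of CT47B1 was itself lost, with an adjusted p of up to 0.0759, without male IVF-BL replicate 1, 2, 5 or 6 or female replicate 1, 2, 3 or 5.

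Gene by gene, 3 of 21 members tested were higher in female IVF-BLs and none was lower (4 adjusted over the list alone), and 1 of 18 was higher in female SCNT-BLs (also 1). MAGEB16 had 3.58 ± 1.53 and 0.493 ± 1.11 FPKM in female and male IVF-BLs (1.76, adjusted p = 0.0118). FMR1NB had 11.2 ± 11.3 FPKM in female and 1.13 ± 1.55 in male IVF-BLs, and PAGE4, which runs the other way, had 8.55 ± 9.89 and 11.9 ± 23.3 FPKM. Camera gave an adjusted p of 2.1e-04 in IVF-BLs and 0.0271 in SCNT-BLs, with adjusted p = 0.169 and 0.534 with an estimated correlation.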

### X chromosome genes were similarly expressed in inner cell mass cells and trophectoderm cells

Blastocysts contain cells of two different lineages, the ICM cells and trophectoderm (TE) cells. These two groups of cells might, as in mouse blastocyst (Mak et al., 2004; Okamoto et al., 2004; Patrat et al., 2009), have different strategies to express X-linked genes: ICM cells having both maternal and paternal active X chromosomes, and TE cells having active maternal and inactive paternal X chromosomes. To test whether this was the case for bovine blastocysts, female IVF blastocysts (*n* = 19) were dissected physically into two parts, the ‘IT’, containing both ICM and TE cells (almost 1:1 ratio in cell number), and the TE-only part, and subjected to RNA-seq separately. We found that the mean expression levels of X-linked genes were similar in the IT and TE cells (1.000 ± 0.098 and 1.074 ± 0.137, respectively; Figure 5A). If the paternal X had been imprinted in the TE part, the expression level of X-linked genes would have been higher in the IT part than in the TE part. The similarity in X-linked gene expressions between the IT and TE cells argued against the imprinted inactivation of paternal X. The relative expressions of X-linked genes in the IT to those in the TE in respective blastocysts were 0.945 on average, ranging from 0.80 to 1.18 (Figure 5B). There was no difference in the expression level of *XIST* at *p* < 0.01 level between the IT and TE parts (Figure 5C), which represented further evidence against the imprinted X inactivation in TE cells. We compared the mean expression level of X-linked genes and A-genes in each part, and found that the mean X:A ratios were not different between IT and TE samples (0.967 ± 0.102 and 1.008 ± 0.089, respectively; *p* = 0.227; Figure 5D), and similar to the mean X:A ratio of whole female IVF blastocysts (1.01 ± 0.29) (Figure 3C). Thus, we failed to find evidence for imprinted inactivation of paternal X chromosome or a preferential inactivation of either of the parental X chromosomes in TE lineage cells; therefore, we interpreted the result as indicating that both maternal and parental X chromosomes are regulated similarly in ICM and TE lineage cells in bovine blastocysts.

**Figure 5:**
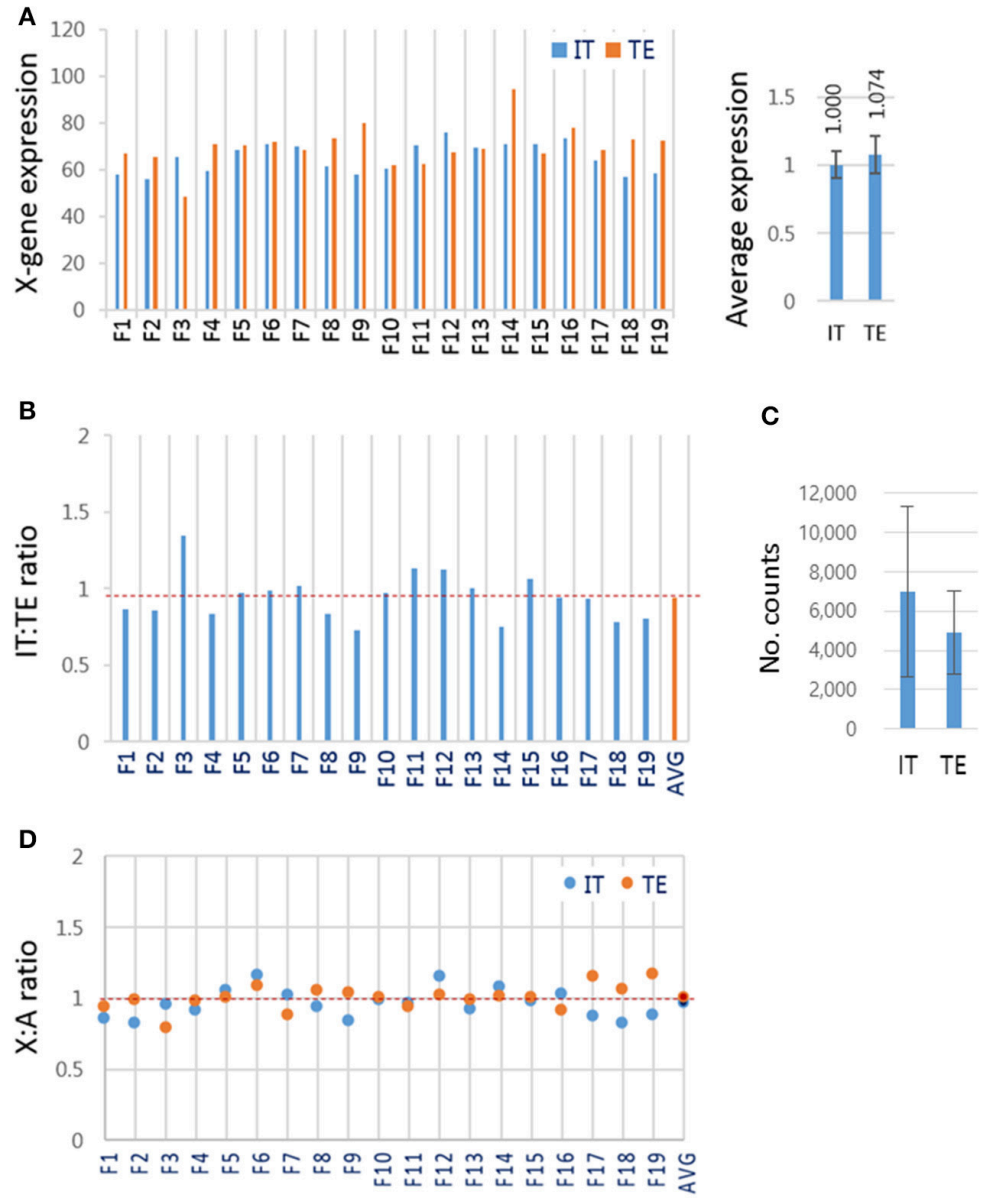
**X-chromosome gene expression in inner cell mass and trophectoderm lineage cells of female IVF blastocysts. (A)** The mean expression levels of X-linked genes in different lineage cells of the blastocyst. Female IVF blastocyst was physically split using a syringe needle into the “IT” part containing both ICM and TE cells and the TE-only part and separately subjected to RNA-seq. Right panel, the mean expression levels of X-linked genes in the IT and TE cells. **(B)** The relative expression of X-linked genes in IT to that in TE part in each blastocyst. **(C)** The mean *XIST* expression levels in read counts. Error bars, standard deviations. **(D)** The mean X:A ratios in IT (blue) and TE (red) cells. AVG, average IT/TE ratio (see also dotted red line).

## Discussion

We found that the expression of X-linked genes in female IVF-BLs were almost twice that found in male IVF-BLs (Figure 2C). In addition to differences in the global expression levels of X-linked genes, the respective expression patterns were different in some clusters between female and male IVF-BLs, as evident from the heatmap (Figure 4A). We interpreted these findings as being caused by differences in X-chromosome dosage between male and female blastocysts, which implied that there is no mechanism for dosage compensation in bovine blastocysts. Our interpretation is in agreement with the observation that the lack of dosage compensation for the most highly expressed X-linked genes is tolerated not only in early mouse embryos (Namekawa et al., 2010), but also in embryonic stem cells (Elling et al., 2011; Leeb and Wutz, 2011). The resulting chromosome copy-number difference results in proteomic and metabolomic differences between the sexes (Gardner et al., 2010), which renders pre-implantation embryos of either sex more sensitive (or conversely, resistant) to essential signals for survival from the reproductive tract and also to numerous environmental factors, such as population density, famine, season, and stress, which are known to influence the sex ratio in mammals (Kruuk et al., 1999; Zorn et al., 2002; James, 2009). As shown in the heatmap of X-linked gene expression, SCNT-BLs displayed a contrasting sexual dimorphism, as did IVF-BLs, which demonstrated that the transcriptomic differences among X-linked genes is significantly more prominent between the sexes than between blastocyst groups of different origins (e.g., IVF vs. SCNT). Therefore, if the bovine blastocyst has an innate gender-specific response or behavior in the reproductive tract during the peri-implantation period, the response of SCNT-BLs may not differ from that found in gender-matched IVF-BLs.

In addition, we found that the imprinted X chromosome derived from donor cells was reactivated in female SCNT-BLs. 

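The X:A ratio was 0.796 in the female and 0.778 in the male donor cells. All 6 female SCNT-BLs lay above the female donor library, and 3 of them below every female IVF-BL. With single donor libraries no test against SCNT-BLs is possible. In 4 of the 9 clusters of Table S1 (78, 31, 22 and 12 expressed genes) the median in donor cells was 0, and female SCNT-BLs lay between the female donor and female IVF-BLs for 69.2%, 61.3%, 81.8% and 75% of genes. That share was 51.7% in the largest cluster (207 genes) and 56.5% in another (46 genes). In the 3 clusters with medians higher in donor cells (141, 62 and 18 genes) it was 34.75%, 32.3% and 33.3%. A gene at 0 in the donor lies between whenever SCNT-BLs do not exceed IVF-BLs. The high shares in the clusters with a donor median of 0 therefore do not show an intermediate state. The clusters were also chosen on these samples. These shares are over genes, which are not independent replicates, and have no test.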

An important observation was that, possibly due to insufficient XCR, the measured values of X-linked gene expression in SCNT-BLs consistently sat between the respective measures of donor cells and IVF-BLs: (1) the mean FPKMs of X-linked genes (1.0, 1.5, and 1.8 in female donor cells, female SCNT-BLs, and female IVF-BLs, respectively; Figure 2C); (2) the proportion of X-linked genes having an F:M ratio > 1 (51.2, 66.7, and 78.7%, respectively; Figure 3B); (3) the intermediate profile for X-linked gene expression levels across the chromosome observed using a sliding window analysis (Figure 2D); and (4) the mean FPKMs of X-linked genes relative to A-genes (0.64, 0.80, and 1.01, respectively; Figure 3C). We propose that this “in-between” ranking reflects the existence of chromosomal domains, or certain cell lineages, which are resistant to XCR in female SCNT-BLs. An alternative explanation, which is mutually non-exclusive to the theory of XCR-resistant domains, is that female SCNT-BLs might comprise a mosaic of cells that have different X-chromosome states; for example, one active and one inactive X chromosome (XaXi), such as that found in human pluripotent stem cell populations (Silva et al., 2008; Dvash et al., 2010; Anguera et al., 2012). Whatever the reason for the observed intermediate expression of X-linked genes in female SCNT-BLs, our findings indicated that reprogramming is incomplete at the mid-blastocyst stage, and might occur variably among blastocysts and even among cells in a blastocyst.

Owing to XCR in SCNT embryos, the imprinted X chromosome that is inherited from the female donor cell becomes the active X chromosome. This occurs in female SCNT-BLs, but not in male SCNT-BLs. XCR may be another process that facilitates reprogramming of the X chromosome, which might be used by female SCNT embryos because of the exceptional reconfiguration of the imprinted X chromosome. Conversely, XCR might be a burden to female SCNT embryos, which causes a serious delay in other concurrent and linked events of reprogramming. As shown by the X-linked gene expression profiles (Figure 4A), XCR might differentiate female SCNT-BLs from male SCNT-BLs, which would inevitably establish a sexual dimorphism in male and female SCNT-BLs, and may affect their cloning efficiency. However, because sham NT-BLs were comparable to their IVF counterparts, we concluded that manipulation and other nuclear transfer procedures do not interfere with the XCR process in female SCNT-BLs.

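Female sham NT-BLs and female IVF-BLs differed by 0.0531 in X:A ratio (95% interval -0.568 to 0.655, exact permutation test, p = 0.742, n = 5 against 6 embryos), at 1.31 ± 0.493 against the 1.26 of IVF-BLs. The interval is wide, and the direction turned to -0.154 without female sham NT-BL replicate 3. Male sham NT-BLs, at 0.673 ± 0.0357, lay 0.0694 above male IVF-BLs (0.0210 to 0.116, exact permutation test, p = 0.0108, n = 6 against 6). At the level of genes, 40 of 607 X-linked genes were higher and 36 lower in female sham NT-BLs than in female IVF-BLs (39 and 32 adjusted over the list alone). Without female sham NT-BL replicate 4 the 2 counts were 30 and 17.

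PDHA1, the E1 subunit of pyruvate dehydrogenase, had 278 ± 88.2 FPKM in female sham NT-BLs and 62.3 ± 10.6 in female IVF-BLs (mean ± SD, log2 fold change 2.09, SE 0.25, adjusted p = 8.5e-05 from limma). LOC100848605 had 322 ± 162 FPKM in sham NT-BLs (3.28, SE 0.43, adjusted p = 2.0e-04), and XIAP 76.1 ± 19.8 FPKM (1.89, adjusted p = 1.7e-04). TM9SF2 had 6.62 FPKM (1.98, adjusted p = 0.00211). For LOC100848605, XIAP and TM9SF2 the mean in female sham NT-BLs also lay above that in male IVF-BLs. Lower in sham NT-BLs were IDH3G, with 70.2 ± 22.0 against 175.5 ± 17.8 FPKM (-1.35, adjusted p = 5.8e-04), and EIF2S3, with 12.1 against 32.9 FPKM (-1.40, adjusted p = 0.00520). XIST did not pass the test (1.27, adjusted p = 0.0795).

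From the likeness of sham NT-BLs to IVF-BLs the paper concludes that manipulation and other steps of nuclear transfer do not interfere with X-chromosome reactivation in female SCNT-BLs.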

We found that upregulation of X-linked genes does not entail upregulation of A-genes in female blastocysts. If it had been true, the distribution of the F:M ratios of A-genes would have been skewed toward females, similar to that found for X-linked genes. However, we found that all three blastocyst groups, which derived differently, exhibited a well-balanced F:M ratio for A-gene expression (Figure 3D). 

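Of expressed A-genes, 53.1% of 15268 had F:M over 1 in IVF-BLs, 52.2% of 15093 in SCNT-BLs and 47.8% of 14907 in sham NT-BLs, beside 52.0% of 14732 in donor cells. Single A-genes still separated the male and female libraries of IVF-BLs and SCNT-BLs, which lay on separate flow cells. MIR2290 had 422.5 ± 230 FPKM in female IVF-BLs and 441 ± 170 in female SCNT-BLs (mean ± SD, n = 6 each), and was listed at 0 in every male of both groups (adjusted p = 1.4e-10 and 1.1e-12 from limma). A row of LOC787220 had 93.4 ± 17.9 FPKM in female and 0.0846 in male IVF-BLs (log2 fold change 6.44, adjusted p = 1.2e-10). It had 139.7 ± 21.2 FPKM in female SCNT-BLs, where it was listed at 0 in every male (adjusted p = 1.4e-12). Neither MIR2290 nor LOC787220 was called higher in female sham NT-BLs, so these differences cannot be ascribed to sex rather than flow cell. In sham NT-BLs none of 14218 A-genes was higher in females and 5 were lower (524 and 537 at an unadjusted p under 0.05 from limma, and none by an exact rank test). That rank test recovered 0% of changed genes in data simulated for sex in IVF-BLs, 6 against 6 embryos. The sham comparison was not simulated, so its count decides nothing here. The sham count in limma was 2 without female sham NT-BL replicate 2, 3 or 4, 3 without male replicate 5 or 6, and 9 without female replicate 5.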

We detected 2,020 aDEGs from the comparison of male and female IVF blastocysts. These aDEGs were well-balanced in number between the sexes, forming 7% (1030 male-high and 990 male-high aDEGs) of ~14,300 transcripts expressed (FPKM > 0.1) in IVF blastocysts. This result differs from a previous result reporting an array-based analysis of global gene expression in bovine IVF blastocysts (Bermejo-Alvarez et al., 2010). 

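At an adjusted p under 0.05, 328 A-genes were higher and 467 lower in female than in male IVF-BLs, and 825 and 805 in SCNT-BLs. With 1 embryo left out, the lowest IVF counts were 199 and 332, without male IVF-BL replicate 2. LYZ, the lysozyme gene, had 2.26 ± 1.34 FPKM in female and 17.1 ± 3.84 in male IVF-BLs (mean ± SD, n = 6 each, log2 fold change -2.54, SE 0.30, adjusted p = 1.2e-04 from limma). FURIN, a proprotein convertase gene, had 95.0 ± 23.1 and 162 ± 24.7 FPKM (-0.78, adjusted p = 0.0154), and SFN, a 14-3-3 protein gene, 168 and 511 FPKM (-1.93, adjusted p = 0.0240, and 0.0508 without male IVF-BL replicate 4). CAT, the catalase gene, had 149.6 and 84.9 FPKM (0.81, adjusted p = 0.0184). Of 26 heat shock and stress genes, 3 were higher and 3 lower in female IVF-BLs (the same counts adjusted over the list alone, camera adjusted p = 0.461).

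ITPR2, an inositol trisphosphate receptor gene, was higher in females, with 188 ± 39.0 against 10.2 ± 11.2 FPKM in 1 of its rows (4.90, SE 0.64, adjusted p = 2.9e-04), beside LOC782021 (4.98, adjusted p = 2.4e-06), LOC100848359 (3.90, adjusted p = 4.1e-06) and LOC780968 (3.00, adjusted p = 2.9e-04). Lower in females were RN5-8S1, a ribosomal RNA gene, with 231 ± 185 against 2644 ± 930 FPKM (-3.76, SE 0.39, adjusted p = 3.2e-05), LOC100139891 (-5.45, adjusted p = 4.5e-04), LOC519862 (-4.68, adjusted p = 2.3e-06) and LOC783151 (-3.42, adjusted p = 2.3e-06). LOC789301 and 1 row of NDUFAF2, a complex I assembly factor gene, were listed at 0 in every female and had 66.3 ± 57.7 and 66.4 ± 65.2 FPKM in males (adjusted p = 2.8e-06 and 0.00355).

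Of 13631 A-genes tested in both groups, 124 were higher and 200 lower in females of both (19.7 and 27.5 would overlap if the lists were independent), and 2 and 7 of these lists were called in the opposite direction in SCNT-BLs. In SCNT-BLs B3GNT6, a glycosyltransferase gene, had 143 ± 43.9 FPKM in females and 3.104 ± 2.18 in males (5.24, SE 0.34, adjusted p = 2.3e-07). SERINC2 had 82.0 ± 40.8 and 6.62 ± 3.94 FPKM (3.50, adjusted p = 3.4e-05), 1 row of IFITM3, an interferon-induced gene, 544 ± 251 and 49.5 ± 23.3 FPKM (3.45, adjusted p = 3.4e-05), and ITPR2 323 ± 165 and 10.1 ± 7.37 FPKM (5.17, adjusted p = 3.4e-05). CNGB1, a cyclic nucleotide-gated channel gene, ran the other way, with 0.802 ± 0.255 and 15.9 ± 4.40 FPKM (-3.20, SE 0.29, adjusted p = 2.1e-05), as did LOC519862 (-3.82), LOC100139891 (-3.55), LOC100847736 (-3.53) and ULBP11 (-3.44). LOC784883 was listed at 0 in every female and had 9.22 ± 3.88 FPKM in males. LDHA, the lactate dehydrogenase A gene, had 18.4 ± 12.6 and 57.2 ± 22.7 FPKM (-1.76, adjusted p = 0.0120). Female and male libraries lay on separate flow cells. Aligned to their direction in IVF-BLs, the genes called there had a median log2 fold change of 0.74 in SCNT-BLs and 0.02 in sham NT-BLs.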

In that study, out of ~9300 transcripts expressed in bovine blastocysts, 12% (~1100) were detected as female-high aDEGs and 17% (~1600) as male-high aDEGs; this difference appeared large enough to shift the A-gene F:M ratio off-center. Moreover, when the lists of DEGs was compared with our DEGs, only 42 out of 99 annotated DEGs (~42%) overlapped. The discrepancy could be explained by a report that the RNA-seq and microarray platforms can yield different DEG results (Zhang et al., 2015). In addition, there may be other explanations for the discrepancy; for example, different sample sizes, the need for cDNA amplification, sperm-sorting-based embryo sexing, and advanced data analytical tools. The limited availability of genomic materials for deep sequencing means that the study of the transcriptome of mammalian preimplantation-stage embryos remains under-investigated. Continued research effort will provide sufficient embryo transcriptome data for verification. In addition, the early embryo-specific Pip-seq method, by lowering significantly the current technical constraints that hamper transcriptomic analysis of early mammalian embryos, will likely have a role in these future studies.

## Author contributions

YK led the project and supervised the study. BM and YK designed the experiments and interpreted the results. JP provided IVF and SCNT embryos. KJ pico-profiled blastocyst samples. BM and YK jointly performed bioinformatic analyses. BM and YK wrote the paper. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer MC and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

# Supplementary material for: Characterization of X-Chromosome Gene Expression in Bovine Blastocysts Derived by In vitro Fertilization and Somatic Cell Nuclear Transfer
**Source:** Front Genet. 2017 Apr 10;8:42. doi: 10.3389/fgene.2017.00042
**Supplement:** Supplementary Table S1 — k-mean clustering of X-genes.

Supplementray Table S1. *k*-mean clustering of X-genes

**Table S1. *k*-mean clustering of X-genes**

| <b>Symbol</b>       | <b>cuff ID</b> | <b>Cluster #</b> |
|---------------------|----------------|------------------|
| <i>AGTR2</i>        | XLOC_021630    | 1                |
| <i>AKAP4</i>        | XLOC_022452    | 1                |
| <i>AP1S2</i>        | XLOC_022067    | 1                |
| <i>AR</i>           | XLOC_022416    | 1                |
| <i>ARMCX2</i>       | XLOC_022300    | 1                |
| <i>ARMCX3</i>       | XLOC_021816    | 1                |
| <i>ARSH</i>         | XLOC_022594    | 1                |
| <i>ASB12</i>        | XLOC_021992    | 1                |
| <i>ATP2B3</i>       | XLOC_021768    | 1                |
| <i>BRS3</i>         | XLOC_021703    | 1                |
| <i>CD99L2</i>       | XLOC_022202    | 1                |
| <i>CHIC1</i>        | XLOC_022384    | 1                |
| <i>CLCN4</i>        | XLOC_022610    | 1                |
| <i>CXHXorf38</i>    | XLOC_022011    | 1                |
| <i>CXHXorf57</i>    | XLOC_022309    | 1                |
| <i>DHRX</i>         | XLOC_022084    | 1                |
| <i>EFNB1</i>        | XLOC_022413    | 1                |
| <i>F9</i>           | XLOC_021710    | 1                |
| <i>FIGF</i>         | XLOC_022070    | 1                |
| <i>FOXR2</i>        | XLOC_021982    | 1                |
| <i>GPC4</i>         | XLOC_022144    | 1                |
| <i>GPR173</i>       | XLOC_021971    | 1                |
| <i>GSPT2</i>        | XLOC_022458    | 1                |
| <i>HDX</i>          | XLOC_021873    | 1                |
| <i>HEPH</i>         | XLOC_022482    | 1                |
| <i>HIGD1A</i>       | XLOC_021869    | 1                |
| <i>HS6ST2</i>       | XLOC_022142    | 1                |
| <i>IL13RA2</i>      | XLOC_022179    | 1                |
| <i>IL1RAPL2</i>     | XLOC_021801    | 1                |
| <i>IQSEC2</i>       | XLOC_022464    | 1                |
| <i>ITGB1BP2</i>     | XLOC_022395    | 1                |
| <i>KIAA2022</i>     | XLOC_021884    | 1                |
| <i>LAGE3</i>        | XLOC_021785    | 1                |
| <i>LOC100302527</i> | XLOC_021690    | 1                |
| <i>LOC100335556</i> | XLOC_022365    | 1                |
| <i>LOC100336550</i> | XLOC_021673    | 1                |
| <i>LOC100336959</i> | XLOC_022323    | 1                |
| <i>LOC100847200</i> | XLOC_022266    | 1                |
| <i>LOC100847415</i> | XLOC_022161    | 1                |
| <i>LOC100847628</i> | XLOC_022094    | 1                |
| <i>LOC100848281</i> | XLOC_022393    | 1                |
| <i>LOC100848413</i> | XLOC_022035    | 1                |
| <i>LOC507696</i>    | XLOC_021794    | 1                |
| <i>LOC518106</i>    | XLOC_021766    | 1                |
| <i>LOC540188</i>    | XLOC_021790    | 1                |

| <b>Symbol</b>       | <b>cuff_ID</b> | <b>Cluster #</b> |
|---------------------|----------------|------------------|
| <i>ALAS2</i>        | XLOC_022477    | 9                |
| <i>ARL13A</i>       | XLOC_021807    | 9                |
| <i>AWAT2</i>        | XLOC_021909    | 9                |
| <i>CACNA1F</i>      | XLOC_022449    | 9                |
| <i>COL4A5</i>       | XLOC_021842    | 9                |
| <i>COX7B</i>        | XLOC_022375    | 9                |
| <i>DGKK</i>         | XLOC_022453    | 9                |
| <i>GAB3</i>         | XLOC_021762    | 9                |
| <i>HDHD1</i>        | XLOC_022093    | 9                |
| <i>LOC100297779</i> | XLOC_021968    | 9                |
| <i>LOC100299005</i> | XLOC_021969    | 9                |
| <i>LOC100301478</i> | XLOC_021961    | 9                |
| <i>LOC100337148</i> | XLOC_022305    | 9                |
| <i>LOC100847220</i> | XLOC_022358    | 9                |
| <i>LOC100847335</i> | XLOC_021864    | 9                |
| <i>LOC100848079</i> | XLOC_022236    | 9                |
| <i>LOC100848737</i> | XLOC_022501    | 9                |
| <i>LOC516074</i>    | XLOC_021837    | 9                |
| <i>LOC617648</i>    | XLOC_021749    | 9                |
| <i>LOC781152</i>    | XLOC_021846    | 9                |
| <i>LOC783509</i>    | XLOC_022289    | 9                |
| <i>LOC786258</i>    | XLOC_021822    | 9                |
| <i>MAGIX</i>        | XLOC_021942    | 9                |
| <i>MBNL3</i>        | XLOC_022141    | 9                |
| <i>NKRF</i>         | XLOC_022104    | 9                |
| <i>NRK</i>          | XLOC_022287    | 9                |
| <i>NXF3</i>         | XLOC_022306    | 9                |
| <i>PCDH19</i>       | XLOC_021800    | 9                |
| <i>PIGA</i>         | XLOC_022071    | 9                |
| <i>PIN4</i>         | XLOC_022388    | 9                |
| <i>PNCK</i>         | XLOC_022254    | 9                |
| <i>PNPLA4</i>       | XLOC_022092    | 9                |
| <i>PORCN</i>        | XLOC_021929    | 9                |
| <i>PRPS2</i>        | XLOC_022603    | 9                |
| <i>RNF128</i>       | XLOC_022308    | 9                |
| <i>SLC6A8</i>       | XLOC_021770    | 9                |
| <i>SLC9A7</i>       | XLOC_022418    | 9                |
| <i>STARD8</i>       | XLOC_022414    | 9                |
| <i>SYN1</i>         | XLOC_022421    | 9                |
| <i>TAB3</i>         | XLOC_022025    | 9                |
| <i>TM9SF2</i>       | XLOC_021707    | 9                |
| <i>TMEM164</i>      | XLOC_021847    | 9                |
| <i>XIST</i>         | XLOC_021891    | 9                |
| <i>XPNPEP2</i>      | XLOC_021664    | 9                |
| <i>ZNF674</i>       | XLOC_022487    | 9                |
|                     | XLOC_021960    | 9                |

# Supplementary material for: Characterization of X-Chromosome Gene Expression in Bovine Blastocysts Derived by In vitro Fertilization and Somatic Cell Nuclear Transfer
**Source:** Front Genet. 2017 Apr 10;8:42. doi: 10.3389/fgene.2017.00042
**Supplement:** Supplementary Table S2 — xDEGs between male vs. female blastocysts.

Supplementary Table S2. xDEGs between male vs female blastocysts

**Table S2. xDEGs between IVF male and female blastocysts**

|               |       |        |       |          |          |
|---------------|-------|--------|-------|----------|----------|
| <i>WDR44</i>  | 33.15 | 52.58  | 0.67  | 1.14E-02 | 6.93E-02 |
| <i>WDR45</i>  | 53.67 | 86.42  | 0.69  | 1.42E-02 | 8.03E-02 |
| <i>WNK3</i>   | 2.27  | 5.25   | 1.21  | 5.30E-03 | 4.02E-02 |
| <i>XIAP</i>   | 42.83 | 19.65  | -1.12 | 1.25E-03 | 1.38E-02 |
| <i>XIST</i>   | 6.49  | 60.34  | 3.22  | 5.00E-05 | 1.05E-03 |
| <i>ZBED1</i>  | 7.42  | 3.60   | -1.04 | 4.70E-03 | 3.69E-02 |
| <i>ZBTB33</i> | 2.99  | 5.74   | 0.94  | 1.09E-02 | 6.70E-02 |
| <i>ZC4H2</i>  | 3.64  | 7.17   | 0.98  | 4.65E-02 | 1.80E-01 |
| <i>ZDHHC9</i> | 44.71 | 113.14 | 1.34  | 5.00E-05 | 1.05E-03 |
| <i>ZFX</i>    | 31.44 | 46.67  | 0.57  | 2.44E-02 | 1.17E-01 |
| <i>ZNFI82</i> | 0.48  | 1.38   | 1.52  | 1.24E-02 | 7.35E-02 |
| <i>ZRSR2Y</i> | 4.07  | 0.00   | -Inf  | 5.00E-05 | 1.05E-03 |

**xDEGs between SCNT male and female blastocysts**

| Symbol           | mean FPKM of<br>male SCNT | mean FPKM of<br>female SCNT | log <sub>2</sub> (female/male) | <i>p</i> -val | <i>q</i> -val |
|------------------|---------------------------|-----------------------------|--------------------------------|---------------|---------------|
| <i>ACOT9</i>     | 21.44                     | 11.71                       | -0.87                          | 1.88E-02      | 9.76E-02      |
| <i>ACSL4</i>     | 97.39                     | 37.16                       | -1.39                          | 1.00E-04      | 1.88E-03      |
| <i>ALAS2</i>     | 4.21                      | 1.52                        | -1.47                          | 2.61E-02      | 1.22E-01      |
| <i>AMOT</i>      | 57.62                     | 202.34                      | 1.81                           | 5.00E-05      | 1.05E-03      |
| <i>APEX2</i>     | 9.47                      | 20.49                       | 1.11                           | 4.65E-03      | 3.66E-02      |
| <i>APOO</i>      | 16.23                     | 5.92                        | -1.45                          | 3.29E-02      | 1.43E-01      |
| <i>ARAF</i>      | 24.34                     | 78.53                       | 1.69                           | 5.00E-05      | 1.05E-03      |
| <i>ARSE</i>      | 16.51                     | 6.69                        | -1.30                          | 3.60E-03      | 3.05E-02      |
| <i>ATP11C</i>    | 23.11                     | 46.07                       | 1.00                           | 3.50E-04      | 5.15E-03      |
| <i>ATP6AP1</i>   | 41.74                     | 105.99                      | 1.34                           | 5.00E-05      | 1.05E-03      |
| <i>ATP6AP2</i>   | 39.73                     | 25.62                       | -0.63                          | 3.99E-02      | 1.62E-01      |
| <i>BCOR</i>      | 16.07                     | 35.00                       | 1.12                           | 5.00E-05      | 1.05E-03      |
| <i>BRWD3</i>     | 7.91                      | 14.21                       | 0.85                           | 5.20E-03      | 3.97E-02      |
| <i>C1GALT1C1</i> | 3.37                      | 7.10                        | 1.08                           | 3.51E-02      | 1.49E-01      |
| <i>CAPN6</i>     | 3.25                      | 6.93                        | 1.09                           | 2.69E-02      | 1.25E-01      |
| <i>CCDC22</i>    | 6.43                      | 20.61                       | 1.68                           | 2.50E-04      | 3.94E-03      |
| <i>CDK16</i>     | 26.39                     | 70.66                       | 1.42                           | 5.00E-05      | 1.05E-03      |
| <i>CDKL5</i>     | 6.03                      | 20.54                       | 1.77                           | 5.00E-05      | 1.05E-03      |
| <i>CENPI</i>     | 10.81                     | 16.89                       | 0.64                           | 3.25E-02      | 1.42E-01      |
| <i>CHM</i>       | 3.98                      | 6.74                        | 0.76                           | 2.89E-02      | 1.31E-01      |
| <i>CITED1</i>    | 16.97                     | 32.81                       | 0.95                           | 3.05E-02      | 1.36E-01      |
| <i>CT47B1</i>    | 4.04                      | 18.67                       | 2.21                           | 5.00E-05      | 1.05E-03      |
| <i>CTPS2</i>     | 1.96                      | 8.26                        | 2.07                           | 6.50E-03      | 4.65E-02      |
| <i>CUL4B</i>     | 7.39                      | 14.46                       | 0.97                           | 2.20E-03      | 2.12E-02      |
| <i>CXHXorf26</i> | 17.83                     | 9.10                        | -0.97                          | 2.47E-02      | 1.18E-01      |
| <i>DLG3</i>      | 10.25                     | 5.47                        | -0.90                          | 7.10E-03      | 4.96E-02      |
| <i>EIF2S3</i>    | 43.05                     | 26.52                       | -0.70                          | 2.92E-02      | 1.32E-01      |
| <i>EIF2S3Y</i>   | 6.24                      | 0.00                        | -Inf                           | 5.00E-05      | 1.05E-03      |
| <i>ELF4</i>      | 18.72                     | 88.17                       | 2.24                           | 5.00E-05      | 1.05E-03      |
| <i>ELK1</i>      | 10.51                     | 21.60                       | 1.04                           | 2.70E-03      | 2.47E-02      |
| <i>EMD</i>       | 25.99                     | 61.90                       | 1.25                           | 3.50E-04      | 5.15E-03      |
| <i>FAM123B</i>   | 12.88                     | 31.54                       | 1.29                           | 5.00E-05      | 1.05E-03      |
| <i>FAM3A</i>     | 4.29                      | 16.04                       | 1.90                           | 1.50E-04      | 2.62E-03      |
| <i>FAM58A</i>    | 5.48                      | 13.33                       | 1.28                           | 1.17E-02      | 7.05E-02      |
| <i>FLNA</i>      | 8.95                      | 22.06                       | 1.30                           | 5.00E-05      | 1.05E-03      |

|               |       |       |      |          |          |
|---------------|-------|-------|------|----------|----------|
| <i>ZIC3</i>   | 2.09  | 5.75  | 1.46 | 2.17E-02 | 1.08E-01 |
| <i>ZMYM3</i>  | 26.40 | 58.53 | 1.15 | 5.00E-05 | 1.05E-03 |
| <i>ZNF449</i> | 2.09  | 6.35  | 1.60 | 1.99E-02 | 1.02E-01 |

# Supplementary material for: Characterization of X-Chromosome Gene Expression in Bovine Blastocysts Derived by In vitro Fertilization and Somatic Cell Nuclear Transfer
**Source:** Front Genet. 2017 Apr 10;8:42. doi: 10.3389/fgene.2017.00042
**Supplement:** Supplementary Table S3 — Sequencing depth and mapping rates.

Supplementary Table S3. Mapping rates

**Table S3. Sequencing depth and mapping rates**

**Males**

| <b>Sample</b> | <b>Raw reads</b> | <b>Mapped reads</b> | <b>% mapped</b> |
|---------------|------------------|---------------------|-----------------|
| IVF-1         | 20,357,850       | 19,420,425          | 95.40%          |
| IVF-2         | 20,714,651       | 19,576,771          | 94.50%          |
| IVF-3         | 17,832,574       | 16,826,374          | 94.40%          |
| IVF-4         | 20,918,004       | 19,898,758          | 95.10%          |
| IVF-5         | 17,457,199       | 16,655,035          | 95.40%          |
| IVF-6         | 19,694,384       | 18,706,823          | 95.00%          |
| NT-1          | 22,944,210       | 21,976,276          | 95.80%          |
| NT-2          | 18,813,008       | 18,010,158          | 95.70%          |
| NT-3          | 23,943,315       | 22,847,048          | 95.40%          |
| NT-4          | 16,160,699       | 15,402,626          | 95.30%          |
| NT-5          | 26,300,796       | 24,744,214          | 94.10%          |
| NT-6          | 21,428,970       | 20,529,990          | 95.80%          |
| Sham-1        | 22,435,496       | 11,655,219          | 51.90%          |
| Sham-2        | 19,717,461       | 18,326,417          | 92.90%          |
| Sham-3        | 31,043,123       | 16,376,388          | 52.80%          |
| Sham-4        | 26,820,232       | 14,160,121          | 52.80%          |
| Sham-5        | 27,620,472       | 17,044,641          | 61.70%          |
| Sham-6        | 30,547,173       | 18,484,816          | 60.50%          |

## Females

| Sample | Raw reads  | Mapped reads | % mapped |
|--------|------------|--------------|----------|
| IVF-1  | 25,756,219 | 20,979,677   | 81.50%   |
| IVF-2  | 21,182,984 | 17,200,292   | 81.20%   |
| IVF-3  | 20,136,258 | 16,403,987   | 81.50%   |
| IVF-4  | 20,294,677 | 17,087,734   | 84.20%   |
| IVF-5  | 21,250,344 | 17,256,794   | 81.20%   |
| IVF-6  | 30,633,844 | 25,572,094   | 83.50%   |
| NT-1   | 31,089,033 | 26,483,180   | 85.20%   |
| NT-2   | 26,717,996 | 22,255,056   | 83.30%   |
| NT-3   | 27,993,372 | 23,490,906   | 83.90%   |
| NT-4   | 31,269,350 | 26,051,171   | 83.30%   |
| NT-5   | 14,777,987 | 11,670,598   | 79.00%   |
| NT-6   | 17,839,949 | 14,864,269   | 83.30%   |
| Sham-1 | 15,559,075 | 12,916,328   | 83.00%   |
| Sham-2 | 17,365,511 | 14,215,401   | 81.90%   |
| Sham-3 | 18,314,372 | 15,624,999   | 85.30%   |
| Sham-4 | 16,482,058 | 13,909,142   | 84.40%   |
| Sham-5 | 16,347,416 | 13,732,432   | 84.00%   |

## Donor cells

| Sample      | Raw reads  | Mapped reads | % mapped |
|-------------|------------|--------------|----------|
| BESF_Female | 25,400,027 | 20,112,949   | 79.20%   |
| BESF_Male   | 26,046,124 | 22,058,329   | 84.70%   |

How the deposited data were processed for this re-analysis (not part of the article)

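Single bovine blastocysts were measured by RNA-seq: 6 male and 6 female IVF-BLs, 6 male and 6 female SCNT-BLs, 6 male and 5 female sham NT-BLs, with 1 library each of the male and female donor fibroblasts. Samples were mapped to sex, origin and replicate from the sample labels and the paper's Table S3. Each blastocyst is 1 replicate, and no donor value has a replicate error. The pilot with divided pools and the embryos split into trophectoderm and mixed parts were not analysed here.

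The authors amplified poly-A RNA by pico-profiling, sequenced paired ends, aligned to UMD 3.1 with TopHat and estimated FPKM with Cufflinks. The submitters' processing notes also name Trim Galore and Cuffdiff, without a version. The authors deposited 1 table of FPKM, with 22628 rows and 37 columns of libraries, all of which were used. FPKM already divide by transcript length and by mapped fragments, so read counts and counting errors cannot be had from them, and an exact 0 means that a gene is listed at 0.

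The table holds no depth, which was taken from the paper's Table S3 (mapped reads and percent mapped). The low values give a rough check: within each of 36 libraries, 11.8% to 20.5% of values under 1 FPKM (median 16.0%) stood at 1 ratio to the values of male IVF-BL replicate 1, within a bin of 0.02 on the log2 scale, where an even spread would put 0.25%. The relative depths read from those ratios ran from 0.371 to 1.44 and correlated with mapped reads across libraries at r = 0.64. Summed FPKM ran from 414105 to 601000 per library. The most alike of all pairs of blastocysts within a group, male SCNT-BL replicates 1 and 2, correlated at 0.936, within a range of 0.830 to 0.936, so no library was counted as a repeat of another.

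The X-linked set is the 791 genes that the paper's Table S1 lists by row number. Of these, 772 have the same symbol in the table, 8 another spelling and 11 none. They span 999 rows, and the 208 rows between them that Table S1 leaves out entered neither set. The other 21629 rows were taken as autosomal, contigs without a chromosome included. ARS-UCD 2.0, a later assembly than the files', was used for names and neighbours only. It places 566 of the X-linked rows, 552 of them on X, and 16245 of the autosomal rows, 9 of them on X. Symbols that occur in several rows (803 rows) were kept apart, and reads of such copies and of gene families can be shared between them.

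Per embryo, the mean FPKM over all X-linked and over all autosomal genes and their ratio were computed, without a filter. They were compared by exact two-sided permutation tests over all 924 labelings (6 against 6) or 462 labelings (5 against 6), and 95% intervals come from inverting those tests. A gene counted as expressed when its mean in either sex exceeded 0.1 FPKM, and the shares of F:M were recomputed for each labeling. The shares over 2 were tested in 1 direction only, toward larger shares. For medians of log2 F:M the limit was 1 FPKM in both groups, as in the paper. The difference of sex differences between SCNT-BLs and IVF-BLs was tested with 100000 permutations of origin within each sex for X:A, and with 10000 for the median F:M.

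Genes were tested with limma (lmFit, eBayes with trend) on log2(FPKM + 1) among those with a mean over 0.1 FPKM in the samples compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. All adjusted p-values of single genes are from limma. The comparisons were sex within IVF-BLs (15241 genes), SCNT-BLs (14982) and sham NT-BLs (14815), the interaction of sex and origin (15425), and, within a sex, SCNT against IVF in females (15256) and males (14906) and sham NT against IVF in females (15259). Tested on simulated data for sex in IVF-BLs with 14723 genes tested, limma recovered 72% of 100 genes changed by 2 on the log2 scale and 36% of 100 changed by 1, with 10 false calls, and an exact rank test recovered 0%.

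Lists fixed before the data were examined, 20 in all, were tested with camera (preset correlation 0.01, then an estimated correlation) and fry: X-linked genes, pseudoautosomal genes, genes escaping X inactivation in human, Y-linked genes, X-linked germ cell genes, X-linked metabolic enzymes, trophectoderm, inner cell mass and epiblast, primitive endoderm, fibroblast, cumulus, oocyte, blood, imprinted genes, DNA methylation and histone modifiers, heat shock and stress, glycolysis, ribosomal proteins, oxidative phosphorylation and the housekeeping genes of Figure 1E. Genes are named by a rule of the same time: every gene the paper names, for sex in IVF-BLs and SCNT-BLs the 8 X-linked and 6 autosomal genes per direction with the largest log2 fold change past the threshold, for the interaction and female SCNT against female IVF 6 per direction of each kind, and members of the lists. The paper's Table S2 had been seen when the rule was written. Some single genes that the rule takes in are not reported here.

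Alternatives were another pseudocount (0.1), other filters (over 1 FPKM or none), median centring, quantile normalization, array weights, 1 fit over all blastocysts, an exact rank test, the replicate number as a block, geometric means, medians, the most abundant genes left out (10 X-linked and 1% of autosomal) and each embryo left out in turn. Added after seeing the data were all genes of the X block as X-linked, the ratios without LOC783509, autosomal genes placed by the assembly, the order of the deposited table and windows of 30 genes. Sex and flow cell coincide, so no batch term could be fitted. For each count of genes, 100 splits of the libraries were drawn. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.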

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

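In this part the tests of a shared flow cell or sex effect, of mixture and of a few abundant genes were chosen only after the result was seen, that of a shared locus after the high values of LOC783509 but before its correlations were seen, and those of scaling and of other splits before. A gap between 1 embryo and the rest of its group was looked for in 36 groups of values, and 9 exceeded Dixon's 95% limit, where chance alone gives about 1 in 20 groups, or 1.8.

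Autosomal genes separated the sexes of IVF-BLs and SCNT-BLs, with 795 and 1630 genes called, but 5 in sham NT-BLs. An effect of the flow cells or of sex that is shared by all origins is argued against for the genes called in IVF-BLs: aligned to the IVF direction, their median log2 F:M was 0.74 in SCNT-BLs and 0.02 in sham NT-BLs (quartiles -0.32 and 0.32, and -0.03 to 0.06 with any 1 sham embryo left out), a ratio of 0.0267. For the genes called in SCNT-BLs, with aligned medians of 0.44 in IVF-BLs and 0.12 in sham NT-BLs, such an effect cannot be told apart from a response of SCNT embryos by sex or from a difference between the male and female donor fibroblasts, because the ratio of 0.273 lies between the bounds set and both flow cell and donor coincide with sex there. Scaling between libraries as the whole cause is argued against, since 1570 genes were called in SCNT-BLs under the less favourable of median centring and quantile normalization. Effects of sex or flow cell that differ by origin stay open and untested. They include a flow cell effect shared by IVF-BLs and SCNT-BLs but not by sham NT-BLs. Sham libraries did differ: male sham NT-BLs other than replicate 2 had 51.9% to 61.7% of reads mapped, against 94.1% to 95.8% in male SCNT-BLs. Low power also stays open behind the small counts in sham NT-BLs, where 11 X-linked genes were called against 105 in IVF-BLs.

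Male SCNT-BL replicate 2 had an X:A ratio of 0.925, against 0.515 to 0.597 in the other 5, and a mean X-linked FPKM of 20.7, far from its group. A mixture with female material is argued against: XIST, at 35.7 FPKM against a median of 8.54, would need a share of 18.2% and the X:A ratio 84.8%, which is 4.65 times as much, and 5 of 7 rows of Y-linked genes lay within the range of the other males, with 2 below it. A few abundant genes are argued against too, since without them the ratio was 1.02, above the 0.773 to 0.834 of the others. What raises its X-linked genes stays open, and no biological explanation was tested.

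Female IVF-BL replicate 2 stood apart with an X:A ratio of 2.06 and a mean X-linked FPKM of 40.6, and female sham NT-BL replicate 3 with a mean X-linked FPKM of 50.3. A few abundant genes as the whole cause are argued against for female IVF-BL replicate 2, whose ratio without them was 1.43, against 1.16 to 1.26 in the others. For female sham NT-BL replicate 3 a few abundant genes fit the high ratio, which without them was 1.28, within the 1.17 to 1.30 of the others. A locus sharing reads with an autosomal gene is argued against, because over 17 female blastocysts the autosomal gene closest to LOC783509 was CDK5R2, at r = 0.858 on the log2 scale across embryos and under the limit of 0.95 (the closest X-linked gene was LOC618023, at 0.940, both chosen after their values were seen). No biological explanation was tested.

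The other values that stood apart or differed between groups follow. XIST reached 186 FPKM in female SCNT-BL replicate 4. The share of mapped reads in the paper's Table S3 was 79.0% in female SCNT-BL replicate 5, 94.1% in male SCNT-BL replicate 5 and 92.9% in male sham NT-BL replicate 2, apart from their groups. The median log2 F:M of X-linked genes differed between SCNT-BLs and IVF-BLs by -0.33. The sex difference differed between SCNT-BLs and IVF-BLs for 8 X-linked and 287 autosomal genes. Among A-genes, for which no calls by origin were found in the paper, 1016 differed between male SCNT-BLs and male IVF-BLs, 45 between female SCNT-BLs and female IVF-BLs, and 1984 between female sham NT-BLs and female IVF-BLs.

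Each count of genes was set beside 100 splits of the same libraries, the real 1 included. In all but 1 comparison no other split gave as many calls (1 of 100, the smallest share that 100 splits can show). Chance is thus argued against only down to that limit, and the splits cannot tell sex from flow cell. For sex in IVF-BLs 105 X-linked and 795 autosomal genes were called, and at most 1 and 10 in any other split. For sex in SCNT-BLs 108 and 1630 were called, against at most 2 and 2, and for X-linked genes in sham NT-BLs 11 against at most 2. For the interaction 8 and 287 were called, against at most 0 and 3. Female SCNT against female IVF gave 4 and 45, against at most 2 and 3, and male SCNT against male IVF 23 and 1016, against at most 1 and 2. Without female SCNT-BL replicate 3 the autosomal count of the female comparison was 0. Female sham NT against female IVF gave 76 and 1984, against at most 5 and 217. For sex in sham NT-BLs 5 autosomal genes were called, and 2 of 100 splits gave as many, 1 of them calling 42. Whether these samples hold a structure other than sex was not tested.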

How the results depend on the processing

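The alternatives of the X block, of LOC783509, of placed autosomal genes, of the order of the deposited table and of gene windows were chosen after seeing the data, the others before. Over 38 results, 643 alternative values were computed, of which 555 kept their direction and side of the threshold or stayed within 1.5 times a count, 71 counts moved further, 7 values lost and 6 gained significance, and 4 reversed. Of 399 values with 1 embryo left out, 353 were the same in this sense. For the 210 named results of single genes, 4253 of 4604 values were the same, 343 lost and 8 gained significance, and 0 reversed. Low values are less precise at fewer mapped reads, as in most sham libraries. Windows of fixed length along the chromosome and their medians were not run, since no coordinates of the files' build were used. The cause was not tested for any of these changes.

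The X:A difference of female sham NT-BLs from female IVF-BLs reversed to -0.0136 with the most abundant genes left out, -0.0601 with geometric means, -0.0392 without LOC783509 and -0.154 without female sham NT-BL replicate 3, the lowest of the embryos left out (highest 0.213). The interaction of sex and origin on log2 X:A passed with the most abundant genes left out (-0.246) and with geometric means (-0.338). The share of X-linked genes with F:M over 1 lost significance with medians in IVF-BLs (77.7%) and sham NT-BLs (70.8%), and gained it in SCNT-BLs with genes over 1 FPKM (70.0%), with the X block (68.3%), and without female SCNT-BL replicate 1 (68.0%) or male SCNT-BL replicate 2 (68.8%), and with 1 embryo left out it ran from 59.9% to 68.8%. With medians, genes tied between the sexes stayed in the share, so the loss there does not show a weaker female bias. The interaction of sex and origin was also tested for clustering along the X chromosome. That test, void in the order of the assembly because under 80% of genes could be placed, lost significance in the order of the deposited table. Its autocorrelation there was 0.0563 over 607 genes (permutation test, p = 0.0737).

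Same-numbered embryos of different sex share only a number: their deviations correlated at -0.113 to 0.118, and in the 3 groups 1, 1 and 0 females were closest to their own number. With the replicate number as a block the ratios were 1.45 in SCNT-BLs and 1.87 in sham NT-BLs and the X:A differences 0.363 and 0.639 (each p = 0.0625 by an exact sign-flip permutation test, the smallest that the 5 pairs of the sham group allow). The block called 2 X-linked and 1 autosomal gene in sham NT-BLs.

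Counts of genes moved by over 1.5 times as follows. In data simulated for sex in IVF-BLs, the only comparison simulated, exact rank tests recovered 0% of changed genes. Their counts of 0 therefore cannot decide whether calls fail. Exact rank tests called 67 X-linked genes between the sexes in IVF-BLs and 39 between female sham NT and female IVF, but 0 in sham NT-BLs (X-linked and autosomal), 0 in both classes for female SCNT against female IVF and 0 in both for male SCNT against male IVF. At an unadjusted p under 0.05 these rank tests called 115 X-linked genes higher and 9 lower, and 335 and 337 autosomal genes, in sham NT-BLs, 24 and 47, and 679 and 685, between the female groups, and 53 and 24, and 1253 and 1353, between the male groups. For sex in sham NT-BLs, X-linked counts were 6 without a filter, 27 with 1 fit over all blastocysts, 6 without pseudoautosomal genes and Y homologs, and 4 to 15 with 1 embryo left out. Autosomal counts were 9 with a pseudocount of 0.1, 2 without a filter, 31 with 1 fit and 2 to 9 with 1 embryo left out. For the interaction, X-linked counts were 5 with 1 fit and 4 to 10 with 1 embryo left out, and autosomal counts 143 to 303 with 1 embryo left out. For female SCNT against female IVF, X-linked counts were 7 over 1 FPKM, 1 without a filter, 10 with array weights, 10 with 1 fit and 1 to 6 with 1 embryo left out. Autosomal counts were 68, 0, 113 and 126 in the same 4 settings and 0 (without female SCNT-BL replicate 3) to 52 with 1 embryo left out. For female sham NT against female IVF, X-linked counts were 47 (without female sham NT-BL replicate 4) to 74. With an estimated correlation, 4 and 1 of 20 lists passed camera for sex in IVF-BLs and SCNT-BLs and 0 of 19 for female SCNT against female IVF, beside 9, 7 and 4 with the preset 1. No scaling moved the split of higher against lower calls by over 10 points.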

Differences from the paper's values

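All alternatives named in this part were set before the data were examined unless said otherwise. Of 31 values of the paper that were also computed, 30 lay within 1.5 times the paper's. The Mann-Whitney test of F:M ratios of X-linked genes between IVF-BLs and SCNT-BLs gave p = 3.1e-07, where the paper's value is 0.860. With genes over 0.1 FPKM, the only other setting run for this test, it was 2.1e-07 and differed too.

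Among the genes the paper names as male-high in IVF-BLs, LOC100848605, XIAP and TM9SF2 passed adjustment here in that direction. GYG2, CD99, GDPD2 and ZBED1 lay on the same side and had unadjusted p of 0.0298, 0.00793, 0.0207 and 0.0159, with adjusted p of 0.194, 0.0912, 0.158 and 0.137. CD99 was called without female IVF-BL replicate 3 and when adjusted over the list alone, and the other 3 in none of 21 alternatives. XIAP, named by the paper as male-high in SCNT-BLs as well, had an adjusted p of 0.0857 there (unadjusted 0.0133), and was called with 1 fit over all blastocysts and without male SCNT-BL replicate 3. For LOC100848605, XIAP and TM9SF2 the mean in female sham NT-BLs exceeded that in male IVF-BLs. Sex coincides with flow cell, so a difference by sex cannot be told from a difference by flow cell for these genes.

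The paper describes A-gene expression as relatively constant across blastocysts. The mean differed between the sexes by -2.52 FPKM in IVF-BLs and -1.97 FPKM in SCNT-BLs, with exact permutation p = 0.00649 and 0.0173. With the most abundant 1% of A-genes left out, the female and male means were 11.93 and 12.12 FPKM in IVF-BLs. They were 11.93 and 12.14 FPKM in SCNT-BLs, so that these differences lay largely in the most abundant genes. The paper places mean X-linked expression of female SCNT-BLs between donor cells and IVF-BLs, relative to male groups. In absolute FPKM the female donor library, at 20.7, lay at the 20.8 of female SCNT-BLs, whereas in the share of genes with F:M over 1 (48.3% and 67.7%) and in X:A (0.796 and 0.989) SCNT-BLs lay above it.

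The paper calls sham NT-BLs comparable to IVF-BLs. In X:A the difference of females was 0.0531 with exact permutation p = 0.742, while 76 X-linked and 1984 autosomal genes were called between these groups. The paper's Wilcoxon p for the sex difference of X:A in IVF-BLs is below 0.00216. That is the smallest p of the two-sided exact permutation test of this difference over 6 against 6 embryos. The number of male-high X-linked genes in SCNT-BLs, at the paper's unadjusted threshold, was 39 here, and 44 with 1 fit over all blastocysts and 43 without male SCNT-BL replicate 3, where the paper's value is 28. At the same threshold 2726 A-genes differed between the sexes in IVF-BLs and 3657 in SCNT-BLs, where the paper's values are 2020 and 3051.

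The mean X:A ratio was 0.604 in male and 1.26 in female IVF-BLs, 0.626 in male and 0.989 in female SCNT-BLs and 0.796 in female donor cells, where the paper's values are 0.49, 1.01, 0.51, 0.80 and 0.64. With all genes of the X block as X-linked, a setting chosen after seeing the values that drops none of the paper's X-linked genes, it was 0.484, 1.01, 0.501, 0.797 and 0.631.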

Other observations

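In this part the test of XIST against the X:A ratio was chosen only after the result was seen.

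In male SCNT-BLs 483 of 14339 autosomal genes were higher and 533 lower than in male IVF-BLs. LDHA, the lactate dehydrogenase A gene, rose from 22.0 to 57.2 FPKM (n = 6 embryos each, log2 fold change 1.31, SE 0.30, adjusted p = 0.0154), HSPE1, a mitochondrial chaperonin gene, from 83.7 to 190.5 FPKM (1.22, adjusted p = 0.00775), and GATA6, a primitive endoderm factor, from 106 ± 7.82 to 196.5 ± 47.0 FPKM (0.85, SE 0.17, adjusted p = 0.00737). HSPB1, a small heat shock protein gene, fell from 265 to 84.0 FPKM (-1.60, SE 0.27, adjusted p = 0.00236), FURIN to 72.3 FPKM (-1.17, adjusted p = 0.00118), TEAD4 from 54.8 to 27.2 FPKM (-1.04, adjusted p = 0.0143) and KLF4 from 20.5 to 8.67 FPKM (-1.23, adjusted p = 0.0212, and 0.0510 without male SCNT-BL replicate 1). On the X chromosome ACSL4 (1.82, adjusted p = 0.00318), ATP6AP2 (1.29, adjusted p = 0.00513), LOC100848605 (1.25, adjusted p = 0.0178) and EIF2S3 (0.98, adjusted p = 0.0163) rose, and UBA1 (-0.75, adjusted p = 0.0117) and RPS4X (-0.84, adjusted p = 0.0169) fell. By list, 2 of 26 trophectoderm genes were higher and 4 lower (3 and 7 adjusted over the list alone), 0 and 2 of 15 inner cell mass genes (also 0 and 2), 1 and 3 of 26 heat shock genes (2 and 5), 7 and 20 of 81 ribosomal protein genes (10 and 27), 6 and 10 of 79 oxidative phosphorylation genes (8 and 12) and 1 and 1 of 20 glycolysis genes (3 and 3). No list passed camera in this comparison, while fry, a rotation test of the list by itself, gave an adjusted p of 0.0153 for 2 lists. In these, 0 of 5 cumulus genes were called (0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05), but all 5 had a fold change above 0, with a median of 0.80 (camera adjusted p = 0.152), and 0 of 20 modifier genes were higher and 2 lower (1 and 4 adjusted over the list alone), with a median of -0.20 (camera adjusted p = 0.393).

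In female sham NT-BLs 1033 of 14620 autosomal genes were higher and 951 lower than in female IVF-BLs, and no set test was run in this comparison. IFNT and IFNT2, interferon tau genes of the trophectoderm, had 39.8 ± 24.4 and 3.29 FPKM in sham NT-BLs (n = 5) and 672 ± 760 and 43.4 FPKM in IVF-BLs (n = 6, log2 fold changes -3.27 and -3.13, adjusted p = 0.0161 and 0.00220). SFN (2.94, SE 0.52, adjusted p = 0.00161) and SSLP1 (2.17, adjusted p = 2.5e-04) of the same list rose, to 1055 ± 337 and 349.9 ± 106 FPKM, and TEAD4 fell (-1.27, adjusted p = 0.0207, and 0.0591 without female sham NT-BL replicate 4). POU5F1 (OCT4) had 18.1 ± 8.20 against 75.3 ± 34.7 FPKM (-1.97, SE 0.33, adjusted p = 0.00112), ESRRB 15.4 ± 3.05 against 81.2 ± 27.9 FPKM (-2.28, SE 0.25, adjusted p = 4.8e-05) and KLF4 9.39 against 36.4 FPKM (-1.72, adjusted p = 0.00236), while DPPA3 (1.61, adjusted p = 5.2e-04) and LIN28A (1.56, adjusted p = 0.00659) rose. LYZ rose from 2.26 to 27.0 ± 9.01 FPKM (3.13, adjusted p = 4.9e-05), DDIT3, a gene of the unfolded protein response, to 558 ± 234 FPKM (2.31, adjusted p = 9.97e-04) and SOD1 to 654 ± 181 FPKM (1.45, adjusted p = 0.0103), whereas CAT (-1.79, adjusted p = 3.1e-04), ENO1 (-1.84, adjusted p = 0.00813) and GATA6 (-0.95, adjusted p = 0.0180) fell. By list, 2 trophectoderm genes were higher and 3 lower of 25 (2 and 7 adjusted over the list alone), 2 and 3 of 15 inner cell mass genes (also 2 and 3), 3 and 4 of 26 heat shock genes (4 and 7), 0 and 3 of 20 glycolysis genes (0 and 5), and 2 and 0 of 18 imprinted genes (also 2 and 0), namely GRB10 (1.24, adjusted p = 0.00909) and GNAS (1.02, adjusted p = 0.0164). Of 80 ribosomal protein genes 10 were higher and 17 lower (13 and 21 adjusted over the list alone). Of 78 oxidative phosphorylation genes 11 were higher and 5 lower (13 and 7). Female sham NT-BLs had a median of 13909142 mapped reads, against 17228543 in female IVF-BLs.

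Genes of protein synthesis and respiration were compared between the sexes by list. Of 80 ribosomal protein genes, 13 were lower and 4 higher in female IVF-BLs (20 and 5 adjusted over the list alone), and of 81 in SCNT-BLs 16 were lower and 4 higher (20 and 4), with camera adjusted p = 7.0e-05 and 5.4e-05, but adjusted p = 0.358 and 0.534 with an estimated correlation. Of 78 oxidative phosphorylation genes, 9 were lower and 0 higher in female IVF-BLs (20 and 0 adjusted over the list alone), and of 79 in SCNT-BLs 11 were lower and 1 higher (11 and 1), with camera adjusted p = 1.9e-06 and 0.00147, and adjusted p = 0.169 and 0.534 with an estimated correlation. Of 20 DNA methylation and histone modifier genes, 4 were higher and 0 lower in female SCNT-BLs (5 and 0 adjusted over the list alone, camera adjusted p = 0.0517), among them 1 row of TET3 (1.72, adjusted p = 0.00710) and KDM6B (1.24, adjusted p = 0.00933). Of 26 heat shock genes 3 were higher and 4 lower in female SCNT-BLs (4 and 4), with DNAJB1 at 1.25 (adjusted p = 0.0180) and HSPE1 at -1.12 (adjusted p = 0.0172), and LYZ, of the blood list, stood at -1.33 (adjusted p = 0.0136). Flow cell coincides with sex in all of these.

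Markers of other cell types were compared in the same way. In limma, 0 of 6 cumulus genes and 0 of 13 oocyte genes differed between the sexes of IVF-BLs (0 also adjusted over the list alone, and 3 and 0 at an unadjusted p under 0.05), and 0 of 5 and 0 of 11 in SCNT-BLs (1 and 2 at an unadjusted p under 0.05). Of the fibroblast genes, markers of the donor cells, 1 of 20 was higher in female IVF-BLs (0 adjusted over the list alone) and 1 of 16 in female SCNT-BLs (1), while 0 of 21 differed between female SCNT-BLs and female IVF-BLs (1 lower adjusted over the list alone, and 1 lower at an unadjusted p under 0.05) and 0 of 16 between the male groups (0 adjusted over the list alone, and 0 at an unadjusted p under 0.05). Of 4 blood genes LYZ alone was lower in females, in both groups (also 1 adjusted over the list alone). As a set the blood genes were lower in female IVF-BLs, where 0 had a fold change above 0 (camera adjusted p = 0.00586). There the adjusted p was 0.0821 with an estimated correlation, and fry gave an adjusted p of 0.00119. In SCNT-BLs the blood set had a camera adjusted p of 0.544. Of imprinted genes 0 of 19 differed between the sexes of IVF-BLs and 0 of 17 of SCNT-BLs (4 and 2 at an unadjusted p under 0.05), and 0 of 18 between the female groups (1 higher and 2 lower at an unadjusted p under 0.05), with 0 in each of these also adjusted over the list alone. Of the 4 housekeeping genes of Figure 1E, 3 were higher in female IVF-BLs (camera adjusted p = 0.0221, and adjusted p = 0.138 with an estimated correlation, and also 3 adjusted over the list alone). Of 20 glycolysis genes 0 were called between female SCNT-BLs and female IVF-BLs (0 adjusted over the list alone, and 1 higher and 5 lower at an unadjusted p under 0.05), but 19 had a fold change below 0, with a median of -0.42 (camera adjusted p = 9.5e-04, and adjusted p = 0.487 with an estimated correlation). In the same comparison 0 of 25 X-linked metabolic enzymes were called (1 higher and 4 lower adjusted over the list alone) and 21 had a fold change below 0, with a median of -0.34 (camera adjusted p = 9.5e-04, adjusted p = 0.351 with an estimated correlation, and fry adjusted p = 0.0438). Of 81 ribosomal protein genes 0 were called (0 adjusted over the list alone, and 1 higher and 10 lower at an unadjusted p under 0.05) and 66 had a fold change below 0, with a median of -0.31 (camera adjusted p = 7.2e-04, and adjusted p = 0.487 with an estimated correlation).

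Female SCNT-BLs had 30 autosomal genes higher and 15 lower than female IVF-BLs. SP140L, a nuclear body protein gene, rose from 71.9 ± 34.3 to 269 ± 49.2 FPKM (2.01, SE 0.29, adjusted p = 0.0132), LOC786246 from 26.8 to 109 FPKM (2.12, adjusted p = 0.0139) and LOC511302 from 2.50 to 17.0 FPKM (2.44, adjusted p = 0.0233). IER3, an immediate early response gene, fell from 22.1 to 2.22 FPKM (-2.68, SE 0.41, adjusted p = 0.0139) and UBD, a ubiquitin-like modifier gene, from 7.96 to 0.416 FPKM (-2.51, adjusted p = 0.0175). Without female SCNT-BL replicate 3 limma called 0 autosomal genes (661 higher and 771 lower at an unadjusted p under 0.05): SP140L, LOC786246 and IER3 had an adjusted p of 0.0566, UBD of 0.0589 and LOC511302 of 0.0833. LOC511302 was lost as well without female IVF-BL replicate 3 (adjusted p = 0.0589). The count was 15, 17, 9 and 24 without female IVF-BL replicates 1, 2, 3 and 5, and 15, 12 and 17 without female SCNT-BL replicates 1, 2 and 4. In the whole groups an exact rank test called 0 autosomal genes. On simulated data of 6 against 6 embryos it recovered 0% of changed genes, so this 0 decides nothing. The other genes named by rule, B3GNT6 (2.89), LRRC3B (2.73), LOC100848576 (2.19), ST6GALNAC1 (-3.85), LOC100337113 (-3.05), LOC100847989 (-2.65) and TPD52L1 (-2.45), lost their calls with single embryos left out, with adjusted p of up to 0.0936, 0.0731, 0.101, 0.0833, 0.0833, 0.110 and 0.131. Each was lost without female SCNT-BL replicate 3 and female SCNT-BL replicate 2. Female SCNT-BL replicate 1 ended the calls of all of these but LRRC3B, and replicate 4 those of B3GNT6, ST6GALNAC1, LOC100337113, LOC100847989 and TPD52L1. Replicate 5 ended those of B3GNT6, LOC100848576 and TPD52L1, and replicate 6 those of LOC100848576 and TPD52L1. Of the female IVF-BLs, replicate 3 ended the calls of all of them, replicate 1 those of LRRC3B, LOC100848576, ST6GALNAC1, LOC100847989 and TPD52L1, replicate 2 those of B3GNT6, LOC100848576, LOC100847989 and TPD52L1, replicate 4 those of B3GNT6 and TPD52L1, replicate 5 those of ST6GALNAC1, LOC100337113, LOC100847989 and TPD52L1, and replicate 6 that of LOC100847989.

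The sex difference of 162 autosomal genes lay more to the female side in SCNT-BLs than in IVF-BLs and that of 125 more to the male side. POLR2L, a subunit shared by RNA polymerases, had 839.5 ± 199 FPKM in male and 209.5 ± 52.8 in female IVF-BLs, but 142 ± 50.9 and 458.5 ± 281 in SCNT-BLs (interaction 3.62, SE 0.41, adjusted p = 3.2e-05). B3GNT6 (5.54, adjusted p = 0.00633), TMEM52 (3.47, adjusted p = 0.0102) and KLF16 (3.17, adjusted p = 0.0102) went the same way. GPN3 had 4.66 and 6.14 FPKM in male and female IVF-BLs and 24.1 and 3.57 FPKM in SCNT-BLs (-2.81, adjusted p = 0.00994). TPD52L1 (-3.64, adjusted p = 0.0159), YAE1D1 (-3.61, adjusted p = 0.0234), CCNG2 (-2.85, adjusted p = 0.0179) and ANAPC4 (-2.83, adjusted p = 0.0164) went with it. HIST1H2BN (3.48, adjusted p = 0.0326, up to 0.0603), LOC789301 (3.43, adjusted p = 0.0325, up to 0.0520) and MRPL33 (-2.95, adjusted p = 0.0399, up to 0.0723) were each lost with single embryos left out. For HIST1H2BN these were male IVF-BL replicates 1, 5 and 6, male SCNT-BL replicates 1 and 3, female IVF-BL replicates 2 and 3 and female SCNT-BL replicate 3, and for LOC789301 male IVF-BL replicates 1, 4 and 6, male SCNT-BL replicates 2, 3 and 4 and female IVF-BL replicate 3. For MRPL33 they were male IVF-BL replicates 1, 3 and 4, male SCNT-BL replicates 1, 2, 3 and 5, female IVF-BL replicates 2, 4, 5 and 6 and female SCNT-BL replicates 2 and 5. The autosomal count was 143 without male SCNT-BL replicate 1, 157 without female IVF-BL replicate 3, and 174, 184, 175 and 189 without male IVF-BL replicates 1, 2 and 6 and male SCNT-BL replicate 5. Of the lists, 1 of 26 trophectoderm genes (1 adjusted over the list alone), 1 of 20 modifier genes (4) and 2 of 78 oxidative phosphorylation genes (2) went to the female side, and 1 of 26 heat shock genes (1 to each side), 1 of 20 glycolysis genes (1) and 2 of 81 ribosomal protein genes (2) to the male side.

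In sham NT-BLs 7 of 576 X-linked genes were higher in females and 4 lower (65 and 7 adjusted over the list alone, and 148 and 10 at an unadjusted p under 0.05), and an exact rank test called 0. In data simulated for sex in IVF-BLs, 6 against 6 embryos, the rank test recovered 0% of changed genes. The sham comparison was not simulated, so the 0 decides nothing here. The total of 11 in limma became 4 without female sham NT-BL replicate 2, 5 without female replicate 3 or 4, and 7 without female replicate 1 or male replicate 3, 4, 5 or 6.

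A hypothesis was that embryos with more XIST may have a lower X:A ratio within their group. Among 6 female IVF-BLs Pearson's r was -0.47 (exact permutation test, p = 0.283, adjusted 0.567 over the 2 groups) and Spearman's rho -0.77 (exact permutation test, p = 0.103), and r was -0.44 without the 2 embryos farthest from the median of XIST. Among 6 female SCNT-BLs r was 0.31 (exact permutation test, p = 0.713) and rho 0.14 (exact permutation test, p = 0.803), and r was -0.25 without the 2 farthest embryos. The relation was not detectable, and 6 embryos per group are too few to exclude it.

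Whether X-linked genes whose sex difference changed in SCNT-BLs lie next to each other was tested along ARS-UCD 2.0. Neighbouring genes correlated at 0.111 over 461 genes (permutation test, p = 0.0073), and at 0.180 over genes with a mean over 1 FPKM (permutation test, p = 7e-04). Only 76.0% of the genes tested could be placed, under the 80% needed, so that this check is void. In the order of the deposited table, chosen after seeing the data, the correlation was 0.0563 over 607 genes (permutation test, p = 0.0737).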
